# Transcriptome analysis of the key role of GAT2 gene in the hyper-accumulation of copper in the oyster *Crassostrea angulata*

**DOI:** 10.1038/srep17751

**Published:** 2015-12-09

**Authors:** Bo Shi, Zekun Huang, Xu Xiang, Miaoqin Huang, Wen-Xiong Wang, Caihuan Ke

## Abstract

One paradigm of oysters as the hyper-accumulators of many toxic metals is the inter-individual variation of metals, but the molecular mechanisms remain very elusive. A comprehensive analysis of the transcriptome of *Crassostrea angulata* was conducted to reveal the relationship between gene expression and differential Cu body burden in oysters. Gene ontology analysis for the differentially expressed genes showed that the neurotransmitter transporter might affect the oyster behavior, which in turn led to difference in Cu accumulation. The ATP-binding cassette transporters superfamily played an important role in the maintenance of cell Cu homeostasis, vitellogenin and apolipophorin transport, and elimination of excess Cu. Gill and mantle Cu concentrations were significantly reduced after silencing the *GABA transporter 2 (GAT2)* gene, but increased after the injection of GABA receptor antagonists, suggesting that the function of *GABA transporter 2* gene was strongly related to Cu accumulation. These findings demonstrated that GABA transporter can control the action of transmitter GABA in the nervous system, thereby affecting the Cu accumulation in the gills and mantles.

Copper (Cu) is a micronutrient essential for all living organisms, but can also be toxic when present in excess by generating hydroxyl radicals^1^. Due to human activities, an increasing amount of industrial effluents is released into rivers and coastal waters, and high levels of Cu have been reported in some aquatic ecosystems such as the Restronguet Creek in southwest Cornwall, UK, and the Jiulong River estuary, Fujian, China^2^,^3^,^4^,^5^. Oysters are one of the most important cultivated mollusk species around the world. Based on the Fishery and Aquaculture Statistics 2012 (FAO Yearbook), oyster production in China amounted to 3,949,000 t, accounting for 83% of the total world production. Due to its sedentary and filter-feeding behavior, high bioaccumulation potential, and easy collection, oysters have been extensively employed in metal contamination monitoring^6^. Oysters are considered as the hyper-accumulators of various metals, especially for Cu, zinc (Zn), and cadmium (Cd). The classic example is the ‘green-sick’ oyster (an indicative of Cu accumulation) reported in several estuaries around the world^7^,^8^. Another example is the blue colored oysters with a Cu concentration as high as 14,000 μg/g^5^,^6^.

One paradigm in marine biomonitoring is that metal concentrations in bivalves can vary greatly among different species and different individuals. Biokinetic model has been used to explore the inter- and intra-species differences in metal concentrations in oysters and other aquatic animals^9^,^10^,^11^. Luoma and Rainbow compared the biokinetics of green mussels (a relatively moderate Zn accumulator) and barnacles (a Zn hyper-accumulator) and suggested a negative relationship between the Zn body burden and the efflux rate^10^. Pan and Wang reported a 5-fold inter-individual variation in Cu body burden in the oyster *Saccostrea cucullata* with similar age, shell length and dry weight^11^. Such individual difference was not related to gender, but could be explained by the variation in efflux, with a lower efflux resulting in a very high Cu body burden. The molecular mechanism underlying such inter- and intra-species difference in Cu bioaccumulation is however unknown. Presently, there is an increasing number of transcriptome and proteome analyses in bivalves, which indicated that transcripts or networks of proteins responded to Cu and other metals^12^,^13^,^14^,^15^,^16^. These studies focused on identifying the mechanisms responsible for organisms to adapt to or alleviate the damage due to metal (Cu, Zn, and Cd) stress and accumulation in marine organisms. The transcriptome study can provide information of the potential functional genes and gene regulatory mechanisms underlying the inter- and intra-species differences in metal accumulation in marine bivalves.

The aim of this study was therefore to gain insight into the molecular mechanisms of the intra-species differences in Cu body concentrations in oyster *Crassostrea angulata* and to identify the key genes related to Cu accumulation. We performed a comprehensive analysis of the transcriptome of oysters using gills and mantle tissues. Digital gene expression (DGE) technology was applied to analyze the relationships between gene expression and differential Cu body concentrations. To analyze the differentially expressed genes (DEGs), AgriGO and KEGG functional enrichment analysis was conducted. The function clustering entries related to the behavioral change, Cu iron transport and Cu stored components were identified. According to the functional categories of these DEGs, our analysis focused on the genes involved in lipid transporter activity, Cu ion binding, neurotransmitter activity, and ATPase activity. We focused on GABA transporter 2 (GAT2), which is related to neurotransmitter activity and therefore may play an important role in Cu accumulation in oysters. In addition, we evaluated the changes in Cu body concentration in the oyster resulting from *GAT2* gene interference. GABA and GABA receptor agonists or antagonists were injected to validate the neurotransmitter-relevant candidate genes that may play important roles in the intra-species differences in Cu accumulation. To our knowledge, this is the first study that integrates transcriptome and intra-species differences in Cu body concentration in marine bivalves to provide further insights into the mechanism of Cu accumulation.

## Results

### Cu concentrations in oyster tissues used for DGE analysis

Individuals with the largest differences in Cu body concentration were used for differential gene expression analysis. Sixty individuals collected from an oyster farming site (as G1 and M1) were dissected and measured for Cu concentrations in the gills and mantles. Six oysters with the highest Cu concentrations in their gills and mantles were selected. Their gills were pooled and flagged as G1-H group, and mantles were pooled as M1-H. Similarly, six oysters with the lowest Cu concentrations in their gills and mantles were selected and their gills were pooled and flagged as G1-L group, and mantles were pooled as M1-L. The 60 individuals exposed to Cu (as G2 and M2) were also subjected to the same expression analysis. G2-L and M2-L groups were pooled from 6 oysters’ gills and mantles that showed the lowest Cu body concentrations. G2-H and M2-H groups were pooled from highest Cu body concentration individuals. Figure 1a shows the Cu concentrations in the gills and the mantle used for DGE analysis. Figure 1b,c show their total weights and shell lengths. No visible phenotypic differences were observed, whereas large variations in body Cu concentrations (2.7- to 4.3-fold) were detected. These groups (G1-H *vs.* G1-L; M1-H *vs.* M1-L; G2-H *vs.* G2-L; and M2-H *vs.* M2-L) showed significantly different Cu concentrations (*p* <0.01, pair-wise *t* test). Oysters subjected to a 30-day Cu exposure accumulated higher Cu concentration than the baseline Cu body concentration (e.g., Cu in G2 an M2 groups were higher than that in G1 and M1 groups, Fig. 1a). The results of the DGE analysis therefore showed that individuals within the same population had large variations in Cu concentrations.

### Sequencing and identification of differentially expressed genes (DEGs)

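Digital gene expression (DGE) profiling counts sequenced reads gene by gene as a measure of transcript abundance. The 8 libraries covered the gills (G) and the mantle (M) of *C. angulata* that were not exposed to Cu (G1, M1) or were kept for 30 days in seawater with 30 µg/L Cu (G2, M2). In each of these groups 1 library was made from the 6 oysters with low Cu (L) and 1 from the 6 oysters with high Cu (H). With 1 library per condition, a difference between conditions has no replicate check, and the 2 oyster groups are the only repeats of the comparison of high with low Cu. The authors mapped the filtered reads to the *Crassostrea gigas* genome with tophat2, counted unambiguous reads per gene, and deposited RPKM values (reads per kilobase of exon model, scaled to the mapped reads of a library) for 25647 genes. The values of a gene step in whole multiples between libraries, and whole reads were recovered from these steps for all 25181 genes that had any. The recovered totals were 2049651 in G1-L, 2330514 in G1-H, 2461425 in G2-L, 2589524 in G2-H, 2015375 in M1-L, 2251335 in M1-H, 2295171 in M2-L and 2425354 in M2-H. They amounted to between 62.9% and 76.4% of the uniquely mapped reads that Supplementary Table S1 lists for each library, the paper's values being 3168773 to 3411370, and the RPKM values are scaled to the recovered totals. The high-Cu library had more reads than its low-Cu partner in all 4 pairs. Changes were computed as high minus low log2(RPKM + 0.1) within each pair, over the 20123 genes with a mean RPKM of at least 1. The pseudocount understates the change of genes with low values above 0. Where a gene had 0 reads in 1 library of a pair, the pseudocount sets the size of the change. A linear model (limma with an intensity trend) was fitted to all 8 libraries with the oyster group within each tissue as a block, which left 2 residual degrees of freedom. A gene's gill and mantle tests share 1 spread, so its standard error reflects the pairs of both tissues. Reads of single genes were compared between the libraries of a pair with Fisher's exact test (two-sided, Benjamini-Hochberg adjusted over genes), which compares those 2 libraries, not the conditions. Intervals given for a ratio are exact Clopper-Pearson 95% intervals of a gene's split of reads between the 2 libraries and cover counting error only.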

The Illumina Genome Analyzer was used to perform high-throughput Tag-seq analysis of the gills and mantle libraries. The major characteristics of eight libraries are summarized in the Supplementary Table S1. A total of 5.8–6.3 million reads of 50 bp in length was generated for each sample, and the number of mapped reads was within the range of 4.26–4.76 million. The high-quality reads from individual libraries were mapped to the oyster genome; more than 20,960 mapped genes per library were determined simultaneously (Supplementary Table S1 and S2). 

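Genes with a value above 0 numbered from 20960 in G2-H to 21508 in M2-H. With an RPKM of at least 1 in place of any value above 0, the number fell to between 18591 in M2-L and 19482 in M1-L. The median gene with a value had 17 reads in M2-L, the lowest of the 8 libraries, and 27 reads in G2-H, the highest. Fewer than 10 reads were behind 8079 of the genes with a value in M2-L and 6573 of those in G2-H. A gene of 1 kb at the floor of 3 reads has an RPKM of 1.49 in M1-L and 1.16 in G2-H. The 100 most abundant genes of a library took 16.8% of the reads in G2-H and 33.1% in M2-L, the lowest and highest shares.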

To identify the transcriptome difference between the oysters that displayed inter-individual variations (up to 4.3-fold) in Cu body burden, the gene expression levels in the G1-H group was compared to those of the G1-L group. Similarly, the M1-H, G2-H, and M2-H groups were compared with the M1-L, G2-L, and M2-L groups, respectively. Furthermore, the DEGs in the gills of groups G1-H and G1-L intersecting with that between G2-H and G2-L (G1-L *vs.* G1-H ∩ G2-L *vs.* G2-H) were evaluated. The DEGs of the mantle in the similar treatments were assessed in relation to M1-L *vs.* M1-H ∩ M2-L *vs.* M2-H. A total of 139 DEGs between the high and low-Cu concentrations in the gills were identified (Fig. 2a). 

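In the gills, 1094 genes changed at least 2-fold in the same direction in G1 and G2, and 820 changed at least 2-fold in opposite directions. In alternatives chosen after the data had been seen, a gene needed an RPKM ratio past a limit and a Fisher's exact test FDR of at most 0.001 on its recovered reads in both pairs. With a 2-fold ratio as the limit, 138 genes met both criteria in the same direction and 13 in opposite directions, and with a log2 ratio over 2, which moved the same-way count most, 51 did in the same direction. Without the test and with the log2 threshold of 2 in place of 1, 333 genes changed in the same direction. In single pairs, the FDR and 2-fold criteria were met by 379 genes between G1-L and G1-H and 1418 between G2-L and G2-H. All 138 genes that met the FDR and 2-fold criteria in the same direction are among the 139 that Table S3 lists for the gills. Limma tests the change over both pairs of a tissue against a spread pooled over the gill and mantle pairs. In the gills limma gave an unadjusted p-value under 0.05 to 933 of 20123 genes, or 4.64%, and an adjusted one under 0.05 to 1. That gene was OYG_10000389_10036144, annotated as metalloproteinase inhibitor 3, whose log2 change was -9.78 (standard error 0.58, adjusted p = 0.0407 from limma). It had 47 and 201 reads in the low-Cu gill libraries and 0 in both high-Cu ones, so the pseudocount sets the size of its change. With pseudocounts of 1 and 0.01 its log2 change from limma was -6.48 and -13.10. Without the oyster group as a block, limma called 0 gill genes, with 647 at an unadjusted p-value under 0.05, and the correlation of the deviations of libraries of the same oyster group was 0.194 in the gills. Spearman's correlation of the changes of G1 with those of G2, computed across genes, which are not independent replicates, was 0.109.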

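Of the gill genes changed at least 2-fold in the same direction in both pairs, 464 were higher and 630 were lower in the high-Cu gills, so that 42.4% were higher. With the FDR criterion on recovered reads, 33 were higher and 105 were lower. When each library was centred on its median log2 value, the numbers without the FDR criterion were 388 higher and 704 lower. The median gene differed by 0.04 between G1-H and G1-L and by 0.10 between G2-H and G2-L on the log2 scale.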

Among these genes, 34 (24.5%) were up-regulated and 105 (75.5%) were down-regulated in the gills of high-Cu concentration. In addition, 244 DEGs were detected in the mantle tissues (Fig. 2b), among which 195 (79.9%) were upregulated and 49 (20.1%) were down-regulated in the high-Cu mantles. 

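In the mantle, 1604 genes changed at least 2-fold in the same direction in M1 and M2, 1010 of them higher and 594 lower in the high-Cu mantles, and 1024 changed in opposite directions. With a 2-fold ratio and the FDR criterion on recovered reads, 235 genes met both criteria in the same direction, of which 190 were higher and 45 lower, and 54 were in opposite directions. All 235 are among the 244 genes that Table S3 lists for the mantle. The median gene was higher by 0.32 (log2) in M2-H than in M2-L, and by 0.03 in M1-H than in M1-L. With each library centred on its median, 719 genes were higher and 831 lower, so the share of higher genes went from 63.0% to 46.4%. A different centring, with each pair's median change subtracted from the ratios, gave 136 higher and 61 lower genes with the FDR criterion kept. It shifts M2 by less, and the Fisher test itself was not centred. The 2 centred counts thus differ in both the shift and the FDR criterion. In single pairs the 2 criteria were met by 774 genes in M1 and 3366 in M2, where 2622 were higher and 744 lower in M2-H. No mantle gene had an adjusted p-value under 0.05 from limma, the smallest being 0.364, while 2446 genes had an unadjusted p-value under 0.05. Without the block, limma also called no mantle gene, with 1655 at an unadjusted p-value under 0.05, and the correlation of same-group deviations was 0.0904. The changes of M1 and M2 had a Spearman correlation across genes of 0.183. The paper counts as differentially expressed the genes called in both pairs of a tissue, groups them by function, and proposes the groups related to behavior, Cu transport and Cu storage as candidates for the variation in Cu among individuals.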

All these genes (Supplementary Table S3) were grouped into 13 functional categories, namely, biological adhesion, biological regulation, development process, cellular process, metabolic process, immune system process, localization, response to stimulus, pigmentation, growth, multicellular organismal process, death, and cellular component organization (Fig. 2c).

### Genes related to the individual differences of Cu enrichment

AgriGO and KEGG functional enrichment analysis was used to determine the gene function of these DEGs (Supplementary Tables S4 and S5). The functional categories of these DEGs in the gills were related to lipid transport and neurotransmitter transport (selected functions in Table 1). 

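Table 1 lists OYG_10014469_10040256, named there apolipoprotein, and OYG_10018340_10030734, a hypothetical protein, in the lipid transport category of the gills. OYG_10014469_10040256 had an RPKM of 3.93 in G1-L and 11.9 in G1-H, and of 13.7 in G2-L and 68.6 in G2-H. Its log2 change was 1.58 in the oysters without exposure (95% interval of the ratio 1.15 to 2.07) and 2.32 in the exposed oysters (2.12 to 2.54), from 53 against 183 and 221 against 1168 reads. OYG_10018340_10030734 rose from 3.77 to 8.89 and from 7.41 to 28.5, log2 changes of 1.21 and 1.93. Fisher's exact test on the reads gave adjusted p-values of 1.1e-12 and 7.1e-143 for the first gene and 1.6e-10 and 8.8e-78 for the second, each of which compares those 2 libraries, not the conditions. Over both pairs, limma's log2 change was 1.95 (standard error 0.86, adjusted p = 0.972 over all genes) for the first and 1.57 (standard error 0.71, adjusted p = 0.972) for the second. These standard errors pool the spread of gill and mantle. With the gills fitted alone they were 0.33 and 0.39, with an adjusted p-value of 0.734 from limma for both genes. Both genes rose in the 2 pairs, and the change over the pairs was not past limma's threshold.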

There were 2 genes that encoded for apolipophorin or similar proteins enriched in lipid transport (Table 1), and were upregulated in the gills of high-Cu concentration. 

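OYG_10017841_10008053, annotated as excitatory amino acid transporter 1, had an RPKM of 63.5 in G1-L and 14.6 in G1-H, and of 650.3 in G2-L and 16.4 in G2-H. The corresponding reads were 199 and 52 without exposure and 2449 and 65 after it. Its log2 change was -2.11 in G1 (95% interval of the ratio -2.59 to -1.67) and -5.30 in G2 (-5.69 to -4.95), so the intervals of the 2 pairs did not overlap. The high-Cu libraries were close to each other, and the low-Cu libraries were not. Over both pairs, limma gave a log2 change of -3.71 (standard error 1.05) with an adjusted p-value of 0.937 over all genes and of 0.0357 over the 3 gill genes of Table 1 alone, a list chosen from the same libraries. In the mantle of the same oyster groups, the RPKM was 20.1 in M1-L, 17.1 in M1-H, 354 in M2-L and 19.1 in M2-H, which gives log2 changes of -0.23 in M1 and -4.20 in M2.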

One gene encoding for the excitatory amino acid transporter 1 (EAAT 1) was specifically down-regulated in the gills of high-Cu concentration.

The functional categories of the high-Cu enrichment mantles genes were related to lipid transport, neurotransmitter transport, vesicle, response to chemical stimulus, ATPase activity, and copper ion binding (Table 1). 

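OYG_10015914_10025506, which Table 1 names vitellogenin, rose from an RPKM of 4.48 in M1-L to 9.38 in M1-H and from 2.68 in M2-L to 11.4 in M2-H. These values rest on 41, 96, 28 and 126 reads. The log2 change was 1.05 in M1 and 2.05 in M2, with 95% intervals of the ratio of 0.53 to 1.63 and 1.49 to 2.74. The apolipoprotein gene OYG_10014469_10040256 had mantle RPKM values of 9.58 in M1-L, 17.8 in M1-H, 2.19 in M2-L and 59.5 in M2-H. Its log2 change was 0.89 in M1, under 2-fold (interval 0.59 to 1.21), and 4.70 in M2 (interval 4.27 to 5.31). Relative to the median gene of the exposed mantle pair, the changes in M2 were 1.73 for vitellogenin and 4.39 for apolipoprotein. Limma's adjusted p-values over both pairs were 0.370 and 0.364.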

In the lipid transport group, 2 genes encoding vitellogenin (VTG) or apolipophorin (apoLp) proteins were upregulated. 

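OYG_10000052_10033075, annotated as a sodium-dependent proline transporter, had a mantle RPKM of 10.7 in M1-L and 55.3 in M1-H, and of 26.8 in M2-L and 86.8 in M2-H. Its log2 change was 2.36 in M1 (95% interval of the ratio 1.54 to 3.31, from 14 and 81 reads) and 1.69 in M2 (1.18 to 2.24, from 40 and 137 reads). OYG_10026098_10002797, annotated as sodium- and chloride-dependent glycine transporter 2, went the other way, from 30.5 to 6.12 and from 13.9 to 5.03, with log2 changes of -2.30 and -1.44. For both genes the difference exceeded counting error in each pair. Over both pairs limma gave 2.03 (standard error 0.30, adjusted p = 0.364) for the proline transporter and -1.87 (standard error 0.59, adjusted p = 0.366) for the glycine transporter. The proline transporter had the smallest unadjusted limma p-value of the 12 mantle genes of Table 1, 4.7e-04.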

In the neurotransmitter transport group, genes encoding the proline transporter and GABA transporter 2 were also identified. 

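The ABCA3 gene OYG_10027950_10024008 had a mantle RPKM of 13.6 in the low-Cu and 28.6 in the high-Cu library of the oysters without exposure, and of 7.44 and 34.3 in the exposed oysters. The reads were 141, 332, 88 and 428. Its log2 change was 1.07 in M1 (95% interval of the ratio 0.79 to 1.37) and 2.19 in M2 (1.87 to 2.55). Limma gave 1.63 over both pairs (standard error 0.37, adjusted p = 0.364).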

The gene encoding the protein, namely the ATP-binding cassette sub-family A member 3 (ABCA3), had been implicated in vesicle transport. Two genes encoding copper ion-binding proteins were specifically upregulated in the high-Cu enrichment mantles. 

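The 2 genes were OYG_10020885_10039411, annotated as L-ascorbate oxidase, and OYG_10017371_10010587, annotated as laccase-2. L-ascorbate oxidase had a mantle RPKM of 26.0 in M1-L, 73.4 in M1-H, 4.62 in M2-L and 15.0 in M2-H, with log2 changes of 1.50 in M1 and 1.68 in M2. Both high-Cu values were above their low-Cu partner, but M2-H was below M1-L. Laccase-2 had 9.75, 21.0, 16.0 and 43.5 in the same order, with log2 changes of 1.10 (95% interval of the ratio 0.49 to 1.75) and 1.43 (1.01 to 1.89). Fisher's exact test on the 32 and 77 laccase-2 reads of M1 gave an adjusted p-value of 0.00215, the only one above 0.001 among the 30 comparisons of 2 libraries for Table 1 genes in the tissue that the table lists. This test compares those 2 libraries, not the conditions. Over both pairs limma gave 1.59 (standard error 0.62, adjusted p = 0.402) for L-ascorbate oxidase and 1.27 (standard error 0.35, adjusted p = 0.364) for laccase-2. In the gills, L-ascorbate oxidase had 16 and 11 reads without exposure and 13 and 2 after it, and laccase-2 changed by -0.22 in G1 and 0.24 in G2.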

There were four genes that were enriched in response to the chemical stimulus group, namely those encoding for the multidrug resistance protein 1 (ABCB1), multidrug resistance protein 3 (ABCB3), porphobilinogen deaminase, and UDP-glucose 6-dehydrogenase. 

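ABCB1 (OYG_10000886_10006267) rose from an RPKM of 3.55 to 17.1 in M1 and from 3.69 to 15.3 in M2, with log2 changes of 2.23 and 2.02. Only 11 and 13 reads were counted in the low-Cu libraries, so the 95% intervals of the ratio ran from 1.32 to 3.34 and from 1.17 to 3.05. ABCB3 (OYG_10002457_10026801) rose from 7.88 to 27.3 and from 5.58 to 20.7, log2 changes of 1.78 and 1.87. The 2 pairs differed by less than counting error for both genes. Porphobilinogen deaminase (OYG_10022618_10024381) rose from 61.8 to 159 in M1 and from 3.12 to 20.7 in M2, where the low-Cu library had 8 reads. Its log2 changes were 1.36 and 2.69. UDP-glucose 6-dehydrogenase (OYG_10004131_10027936) had log2 changes of 1.40 and 1.22, from 17.6 to 46.6 and from 13.3 to 31.2. Limma's log2 change over both pairs was 2.13 (standard error 0.42) for ABCB1, 1.83 (standard error 0.36) for ABCB3, 2.03 for porphobilinogen deaminase and 1.31 for UDP-glucose 6-dehydrogenase. Over all genes, limma's adjusted p-values for the 12 mantle genes of Table 1 lay between 0.364 and 0.402. Adjusted over the 12 genes alone, they lay between 0.00563 and 0.0426, which shows no stability, because the list was drawn from calls on the same libraries.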

Genes encoded in ATPase activity function included ABCB1, ABCB3 and ABCA3.

### Validation of DGE data by quantitative RT-PCR

To validate the quantitative data of the DGE libraries, we quantified the expression levels of 12 selected genes from the gills or mantle DGE libraries by qRT-PCR. 

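The 6 gill and 6 mantle genes measured by qRT-PCR all changed at least 2-fold in the same direction in both pairs of their tissue in the deposited values. Of the gill genes, myosin heavy chain (OYG_10006875_10041342) rose by 2.10 and 2.22 on the log2 scale and the apolipophorin-like gene OYG_10002658_10040256 by 1.48 and 2.73. The latter had 9 and 30 reads in G1, and its adjusted p-value from Fisher's exact test between those 2 libraries, 0.0361, was the only one of the 24 above 0.001. The gene that Fig. S1 names latrophilin-3 (OYG_10018411_10042187) changed by -1.30 in G1 and had 42 and 11 reads in G2-L and G2-H, while the changes of baculoviral IAP repeat-containing protein 7-A (OYG_10020879_10035315) were -2.09 and -1.49 and those of NAD-dependent deacetylase sirtuin-6 (OYG_10020906_10003999) -1.53 and -1.11. Aggrecan core protein (OYG_10021137_10011877) had 165 reads in G1-L and 291 in G2-L, but 0 in G1-H and 1 in G2-H. In the mantle it had 1, 7, 63 and 154 reads in M1-L, M1-H, M2-L and M2-H. Set against the floor of 3 reads, its gill value was at least 62.5-fold lower in G1-H and at least 102-fold lower in G2-H. Of the mantle genes outside Table 1, GTPase IMAP family member 7 (OYG_10000553_10004153) changed by -1.42 in M1 and -1.68 in M2. The qRT-PCR values themselves were not analysed here.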

The expressions of these genes measured by qRT-PCR agreed well with the Tag-seq analysis pattern (Supplementary Fig. S1).

### Inhibition of Cu enrichment by interference of *GAT* genes

The function clustering entries related to the behavior, Cu iron transport and Cu stored components were the potential candidates in explaining the Cu individual variation in oysters. The neurotransmitter transport may regulate the neurotransmitters and eventually the oysters’ behavior. 

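The *GAT2* gene OYG_10028335_10036542, annotated as sodium- and chloride-dependent GABA transporter 2, had a mantle RPKM of 46.4 in M1-L and 120.2 in M1-H, and of 52.6 in M2-L and 109 in M2-H. These values rest on 189, 547, 244 and 535 reads. The log2 change was 1.37 in the oysters without exposure (95% interval of the ratio 1.13 to 1.62) and 1.05 in the exposed oysters (0.83 to 1.28). Relative to the median gene of each pair, the changes were 1.34 and 0.73, the latter under 2-fold. The mean RPKM of *GAT2* was 74.9, and among genes with a mean RPKM of at least 50 the median M2 change was 2.2e-04. Taking the shift of the median gene from *GAT2* may therefore overcorrect its change in M2. Further genes carry the same annotation. If they share sequence, reads that match more than 1 of them could have been left out or credited to another. Fisher's exact test gave adjusted p-values of 7.9e-31 and 3.5e-21, which compare those libraries, not the conditions. Over both pairs limma gave a log2 change of 1.21 (standard error 0.26, adjusted p = 0.364 over all genes and 0.00885 over the Table 1 list, which was chosen from the same libraries). With each library centred on its median, the alternative that moved it most, the log2 change was 0.97. In the gills, the RPKM was 50.9 in G1-L, 49.4 in G1-H, 77.2 in G2-L and 93.8 in G2-H, and limma's log2 change was 0.12 (standard error 0.26, adjusted p = 0.985). The gill change minus the mantle change was -1.09, with an adjusted p-value of 0.913 from limma and an unadjusted one of 0.0235.

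**Figure D1:**
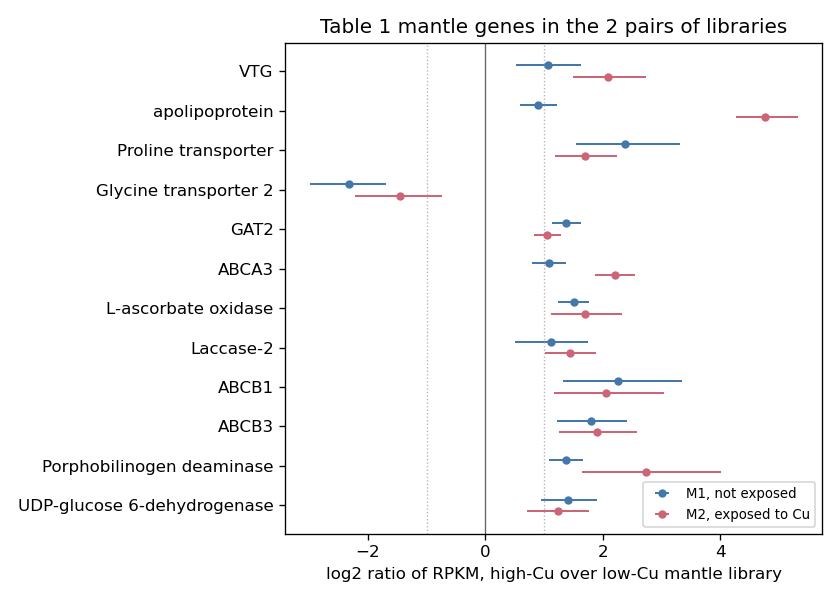
Log2 ratio of RPKM in the high-Cu over the low-Cu mantle library (horizontal axis) for the 12 mantle genes of Table 1 (vertical axis), in the pair without exposure (M1) and the exposed pair (M2). Bars are exact Clopper-Pearson 95% intervals from the reads of the 2 libraries and cover counting error only, dotted lines mark 2-fold, and only the glycine transporter lies below 0 in both pairs, at -2.30 and -1.44 on the log2(RPKM + 0.1) scale.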

In the mantle, expression of *GAT2* was significantly increased in high-Cu accumulating individuals compared to the low-Cu accumulating oysters. The GABA transporters (GAT1, GAT2, GAT3, and BGT1) all potentially controlled the action of transmitter GABA in the nervous system^17^. To gain more insight into the roles of GAT2 in mediating Cu accumulation, we further conducted RNA interference experiments. Using qRT-PCR, we monitored the *GAT1* and *GAT2* transcript abundance 48 h after the first dsRNA injection. In this protocol, the receptor transcript abundance in the ds*GAT1* and ds*GAT2* injected oyster gills and mantles decreased significantly by 33–51% as compared to the control oysters (Fig. 3a,b). The gills and mantles were also collected and their Cu concentrations were analyzed after a series of four injections to further determine the roles of the *GAT1/GAT2* gene in Cu accumulation. Compared to the tissue Cu concentration before injection (0 d column), the control batch showed an increase in the gills and mantles (Fig. 3c,d), indicating that the oysters were in the process of Cu accumulation. Surprisingly, *GAT2*-silenced oysters showed a significant reduction in Cu concentration in both the gills and mantles (Fig. 3c,d), thus the silencing of the GABA transport-related *GAT2* gene may reduce the Cu accumulation.

### Functional analysis of GABA in Cu accumulation by injection of GABA and GABA receptor agonists and antagonists

GAT2 is a promising candidate for peripheral GABA uptake and is capable of rapidly absorbing the synaptic cleft and extracellular fluid of GABA, resulting in the termination of the GABA synaptic transmission process^18^. To further confirm the effect of GAT2 on gill and mantle Cu accumulation through the regulation of GABA, we conducted another Cu accumulation study by GABA as well as GABA receptor agonist and antagonist injection. Compared to the tissue Cu concentrations before injection (0 d column), the control group displayed an increase in Cu accumulation in the gills and mantles (Fig. 4a,b). GABA, GABA receptor agonists (muscimol, baclofen), and a single GABA_A_ /GABA_B_ receptor antagonist (bicuculline or phaclofen) injection had no significant effect on Cu accumulation in the gills. However, gill Cu concentrations increased significantly after GABA_A_ and GABA_B_ receptor antagonists (bicuculline + phaclofen) treatments (Fig. 4a). These drugs imparted a similar effect on mantles, except for GABA. The Cu concentrations of the mantles were significantly reduced after GABA injection (Fig. 4b).

## Discussion

Phenotypic differences resulting from gene expression variations have been observed in various species^19^. In the present study, two individual variation groups were constructed, and the intersection of the two sets of DGE results generated from these groups were used to validate the results. Earlier studies suggested that biodynamics played important roles in Cu accumulation, inter-species and intra-species differences in Cu body burdens in oysters^5^,^10^,^11^,^20^. The present study showed that genes enriched in neurotransmitter transport functional category were differentially expressed in the mantles and gills (Table 1). Specifically, the *EAAT1* gene was down-regulated in the high-Cu gills. EAAT1 is responsible in terminating the excitatory signal by removing (or absorbing) glutamate, which is the principal excitatory neurotransmitter secreted by the neuronal synaptic cleft into neuroglia and neurons^21^. In contrast, the *GAT2* gene was up-regulated in the high-Cu mantle. GAT2 is capable of rapidly absorbing the synaptic cleft and extracellular fluid of GABA, resulting in the termination of the GABA synaptic transmission process 18,22. GABA is the major inhibitory neurotransmitter of both vertebrates and invertebrates, and may play a signaling role in peripheral organs. However, GABA has been shown to elicit both inhibitory and excitatory actions in the central neurons in mollusca^23^. 

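The *GAT1* gene OYG_10017325_10014478, annotated as sodium- and chloride-dependent GABA transporter 1, had 2, 5, 2 and 4 reads in the gill libraries, too few to show a difference at this depth. In the mantle its RPKM was 18.6 in M1-L and 49.1 in M1-H (43 and 127 reads), and 7.20 in M2-L and 15.8 in M2-H (19 and 44 reads). The log2 change was 1.40 in M1 (95% interval of the ratio 0.89 to 1.94) and 1.12 in M2 (0.33 to 1.99). Adjusted over genes, Fisher's exact test between the 2 libraries of a pair gave p = 1.6e-07 in M1 and p = 0.0134 in M2, so the gene missed the 0.001 limit in the second pair. Limma over both pairs gave 1.26 (standard error 0.54, adjusted p = 0.422). *GAT2* (OYG_10028335_10036542) passed the limit in both mantle pairs.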

To gain further insight into the roles of GAT2 in mediating Cu accumulation, we interfered both the *GAT1* gene, which was not differentially expressed, and the *GAT2* by dsRNA injection to detect the changes in oyster Cu accumulation. The oysters harboring an interfered *GAT2* gene showed a significant reduction in mantle and gill Cu concentrations as compared to the control group (Fig. 3). This finding suggested that the differences in *GAT2* transcriptional expression could lead to changes in Cu concentrations. It is noteworthy that *GAT2*-silenced oysters even showed a reduction in Cu concentration compared to the initial tissue concentration before injection (0 d column). Thus, Cu efflux was presumably higher than the Cu uptake after *GAT2* gene interference. We then further extended the Cu accumulation study by GABA, as well as GABA receptor agonist and antagonist injection (Fig. 4). Injection of a GABA_A_ receptor antagonist combined with a GABA_B_ receptor antagonist significantly facilitated the mantle and gill Cu bioaccumulation, whereas a single receptor antagonist did not produce any significant effect. These data suggested that the oysters improved their Cu bioaccumulation when GABA was suppressed. In addition, the GABA_A_ and GABA_B_ receptor were both involved in this regulatory process. GABA significantly reduced the mantle Cu concentration, whereas GABA showed no significant effect on gill and receptor agonists showed no significant effect on gill and mantle Cu accumulation. Previous studies indicated that the longest duration of behavioral change caused by GABA and receptor agonists injection in mollusca was 200 min^24^. The Cu accumulation ability in the gills was weaker than that in the mantles (Fig. 4, 0 d and saline groups). Unlike mantles, the action time of GABA may not be enough as compared to the whole Cu exposure time in gills. Therefore, there was no significant Cu burden change after GABA injection in gills. Similarly, the dose and injection frequency of the receptor agonist were not sufficient to generate a significant or persistent change in oyster behavior. It thus appeared that the differences in *GAT2* transcriptional expression regulated the GABA, resulting in changes in Cu accumulation in oysters. Such effect was probably caused by the behavioral changes observed with GABA administration.

GABA administration can cause a variety of behavioral changes that may be manifested by the combined effects on the neural circuitry for feeding activity, locomotion, respiration, male mating, and defensive behavior in some species of mollusks. For example, GABA induced the movements of buccal and radular muscles in *Lymnaea stagnalis*, resulting in an excitatory effect on the feeding pattern and motor activity^24^,^25^. In oysters *Crassostrea virginica*, GABA worked at both the cerebral ganglion and visceral ganglia as an inhibitory ganglionic neurotransmitter to inhibit HT neurons that innervated the gills and speed up the beating of the lateral gill cilia^26^. The feeding activity, adductor muscle, and mantle movement of oysters may also be regulated by GABA. The filtration activity is closely related to the dissolved uptake of Cu^11^, and the adductor/mantle muscles can control the extent of contact between soft tissues and seawater using shell. Therefore, when the *GAT2* gene was upregulated in some individuals, inhibitory and excitatory actions in the central neurons were elicited by GABA suppressed. We therefore inferred that neurotransmitters, especially GABA, which was regulated by GAT2, can change the oyster behavior, which may have an impact on the biodynamics of Cu (Fig. 5).

Excess Cu can induce redox reactions by generating reactive oxygen species (ROS)^27^. Most animals utilize the protective ROS-scavenging enzymes such as superoxide dismutase (SOD) and catalase (CAT) to deal with the elevated levels of ROS. The expression of proteins or genes involved in antioxidative stress (SOD, CAT, extracellular superoxide dismutase: ECSOD, cytochrome c oxidase, glutathione transferase: GST) can be stimulated by acute or chronic Cu exposure^6^,^28^. Similarly, genes encoding for heat shock proteins (HSPs), which play a vital role in the transport, folding, and assembly of proteins, are induced by various casual agents such as metals^12^,^29^,^30^. 

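Supplementary Table S6 lists the members of these families, and for each family the median log2 change of the members past the filter was ranked among 10000 random lists of the same size matched on mean expression. The 10 superoxide dismutase genes, 5 of them annotated as extracellular, had median changes of 0.26 in G1, 1.68 in G2, -0.36 in M1 and 0.21 in M2. In G2 the median lay at percentile 100 of the random lists, 6 members rose at least 2-fold, and 5 met the 2-fold and FDR criteria, while none met them in both gill pairs. The 3 catalase genes had medians of 0.09, 0.77, 0.14 and 1.13 in the same order, and 2 of them met the criteria in M2. The 7 cytochrome c oxidase genes had medians between -0.59 in M2 and 0.21 in G2. Of the 18 glutathione transferase genes, 6 rose and 2 fell at least 2-fold in G2, where the family's median of 0.54 lay at percentile 98.7, while the median in M1 of -0.50 lay at percentile 0.03. The 135 heat shock protein genes had medians of 0.02 in G1, 0.48 in G2 (percentile 100), 0.08 in M1 and 0.53 in M2, where the median of all genes had also shifted up. Of the 155 listed heat shock genes, 1 met the 2-fold and FDR criteria in both gill pairs and 1 in both mantle pairs, and no member of the other 4 families did in either tissue. With each library centred on its median log2 value, the M2 medians of superoxide dismutase and glutathione transferase fell below 0, at -0.26 and -0.20, as did the G1 median of the heat shock proteins, at -0.02. Sequences of the members were not compared here. Where members share sequence, reads that match more than 1 of them could have been left out or credited to another.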

According to our data, all these genes (SOD, CAT, ECSOD, GST, and HSPs) were detected in the eight DGE libraries, but were either not or differentially expressed in very small quantity (Supplementary Table S6). Therefore, difference of oxidative stress among oysters with 4-fold difference of Cu body burdens was not obvious. It was possible that they might use transporter proteins and detoxification enzymes to remove the excessive Cu and maintain Cu homeostasis within cells^31^.

Previous studies suggested that the ATP-binding cassette transporter (ABC) superfamily was important in the maintenance of cellular metal homeostasis. ABC was composed of eight subfamilies and interacted with a wide range of chemicals including metals by pumping them across the cell membrane. These cellular activities were also called multidrug resistance^32^,^33^,^34^. ABCB1 is a drug efflux transporter of the ABCB subfamily functioning in cellular efflux and intracellular resistance to metals. Recently, ABCB1 was reported as a metal (Cu, Zn, and Cd) efflux transporter in the copepod *Tigriopus japonicus*, Asiatic clam *Corbicula fluminea*, and earthworm *Eisenia fetida*^35^,^36^,^37^. We also found that high-Cu mantles harbored these upregulated genes involved in vesicular transport, response to chemical stimulus, and ATPase activity (Table 1). The genes within these 3 groups encode for ABCB1, ABCB3, and ABCA3 all belonged to the ABC superfamily, suggesting that it played an important role in oysters by maintaining the cellular Cu homeostasis.

Metallothioneins (MTs) with thiol groups (–SH) of cysteine residues were important in metal detoxification by binding with metals in aquatic invertebrates, including bivalves^38^,^39^,^40^. However, some studies have shown that Cu imparted no effect on MTs in oysters, and MTLP played a minor role in binding Cu in oysters. Cellular debris was the main subcellular fraction for Cu binding^11^,^41^. 

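Supplementary Table S6 lists 5 metallothionein genes, and none met the 2-fold and FDR criteria in both pairs of either tissue. In the pairs without exposure, none met them in G1 or M1. In the exposed pairs, all 5 met them in G2 and all 5 in M2, in both directions. OYG_10021194_10012460 had an RPKM of 293 in G2-L and 38.1 in G2-H, and of 616 in M2-L and 78.9 in M2-H, log2 changes of -2.94 and -2.96, against -0.22 in G1 and 0.21 in M1. OYG_10012042_10029507 went the other way, from 30.4 to 257 and from 209 to 557, log2 changes of 3.08 and 1.41. OYG_10021196_10007768 changed by -5.36 and -2.61 and OYG_10000066_10007768, with at most 28 reads in any library, by -3.83 and -3.20. The fifth gene, OYG_10003519_10029507, had 0 reads in G2-L and 22 in G2-H, but 59 in M2-L and 20 in M2-H. The sequences of the 5 genes were not compared here. If these genes share sequence, reads that match more than 1 of them could have been left out or credited to another. Their summed RPKM was 509 in G2-L and 322 in G2-H, and 1090.5 in M2-L and 688 in M2-H. Limma's adjusted p-values over both pairs of a tissue were between 0.454 and 0.972 for the 5 genes.

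**Figure D2:**
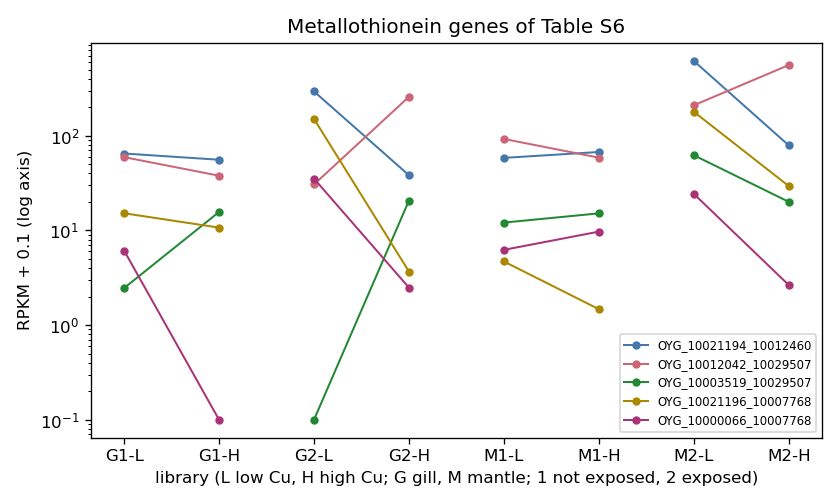
RPKM plus 0.1 on a log axis (vertical) of the 5 metallothionein genes in each of the 8 libraries (horizontal), with a line joining the low-Cu and high-Cu library of each pair and one colour per gene. A gene with no reads sits at 0.1, and in the exposed pairs OYG_10021194_10012460 falls while OYG_10012042_10029507 rises.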

In the present study, the genes encoding MTs were detected, but were not differentially expressed in the gills or mantles (Supplementary Table S6). Among the high-Cu mantle upregulated genes, two genes in the Cu ion-binding gene functional category were enriched (Table 1) and encoded as the protein L-ascorbate oxidase and laccase-2. Interestingly, laccases contained four Cu-binding sites and catalyzed the oxidation of a wide variety of phenolic substrates found in various plants, fungi, and microorganisms, but they were generally not found in aquatic invertebrates^42^,^43^,^44^. The upregulated expression indicated that laccase-2 may potentially bind with Cu for either detoxification or export. Consequently, MTs may not be the major detoxification in the oysters, and excessive Cu may be stored in other components such as laccase.

Our study also detected upregulated genes enriched in lipid transport functional category (Table 1). These encoded VTG and apoLp proteins have been used as biomarkers for metal exposure^45^,^46^. Cu exposure of *Paracyclopina nana* resulted in the time-dependent upregulation of VTG transcription^47^. VTG is a large precursor protein of egg yolk vitellin present in oviparous vertebrates and invertebrates^48^. In several insect species, VTGs are primarily synthesized in the fat bodies in sex-, tissue-, and stage-specific manners. After synthesis, they are secreted into the hemolymph and then sequestered by competent oocytes via receptor-mediated endocytosis^49^,^50^. VTG functions as a carrier protein for inorganic phosphates, lipids, carbohydrates, and metals, in addition to its role as a yolk precursor molecule^51^. Ghosh and Thomas reported that VTGs in estradiol-treated male red drum (*Sciaenopsocellatus*) contained calcium, magnesium, zinc, iron, and Cu, and most of the Cd had been incorporated in the ovaries, suggesting that this was an important route for metal accumulation in ovarian tissues^52^. In our study, VTGs and apoLp genes were upregulated in the gills and mantle of high-Cu oysters, and might play an important role in the transport or dispersion of excess Cu.

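In the gills, the vitellogenin gene OYG_10015914_10025506 had an RPKM of 3.86 in G1-L, 7.36 in G1-H, 7.96 in G2-L and 12.7 in G2-H. It was higher in the high-Cu library of both pairs but by less than 2-fold, with log2 changes of 0.91 (95% interval of the ratio 0.34 to 1.54) and 0.67 (0.29 to 1.07). The hypothetical protein OYG_10018340_10030734 of the gill list changed in the mantle by 0.95 in M1 and 3.66 in M2, and the apolipophorin-like gene OYG_10002658_10040256 by 1.00 and 5.19, with 5 reads in M2-L.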

Our results showed that the neurotransmitter transport genes especially *GAT2* gene can regulate the inhibitory and excitatory actions elicited by GABA. The resulting behavioral changes may have an effect on Cu absorption and biodynamics, and led to individual variations in Cu accumulation. In the high-Cu oysters, ABCB1, ABCB3, and ABCA3 maintained the cellular Cu homeostasis to protect from Cu toxicity; VTGs might combine Cu with other molecules and transport or eliminate the excess Cu, while excessive Cu may be stored in components such as laccase-2 (Fig. 5). These potential genes should be further examined to confirm their functions not only in transcriptional level but also in translational level.

## Materials and Methods

### Oysters and Cu measurement

Fujian oysters, *C. angulata*, of similar body weight (15.7–24.5 g) and shell length (5.5–7.5 cm) were collected from an oyster farming site in Gangkou village (23° 42’ N, 117° 19’ E), Zhaoan Bay, Fujian Province, China. All the experimental individuals came from the same group of nine months old. The culture site was considered to be relatively free from anthropogenic Cu influences. The measured Cu concentrations in the seawater from the Zhaoan Bay were 0.39–1.37 μg/L, and in the sediments were 11.9–34.2 μg/g^53^. Sixty individuals were directly dissected and measured for Cu concentrations in the gills and mantles by inductively coupled plasma-mass spectrometry (ICP-MS), using methods described in previous study^5^,^6^. Specifically, six oysters with the highest Cu concentrations in their gills or mantles were pooled and flagged as G1-H group and M1-H, respectively. Six oysters with the lowest Cu concentrations in their gills or mantles were pooled and flagged as G1-L group and M1-L, respectively (Fig. 1).

To avoid the effects of environmental factors on the DGE results, oysters were also exposed to Cu (CuCl_2_). Before the exposure, oysters were kept in tanks containing natural seawater and acclimated for 7 days. The seawater was filtered through 0.45-μm filter (salinity: 28–30%; 26–28 °C). During the exposure, the seawater was renewed daily, and the oysters were fed commercial clean algal powders of *Chlorella* at a rate of approximately 2% of their soft tissue dry weight per day. A stock solution of 10 mg/L Cu (CuCl_2_) was prepared with Milli-Q-filtered water. Three groups of 60 individuals per tank (80 L) were exposed to 30 μg Cu/L for 30 days. At the end of exposure, 60 individuals (20 individuals per tank) were randomly selected. Similarly, the G2-L and M2-L groups were selected from 6 oysters that had the lowest Cu body concentrations, whereas G2-H and M2-H groups had the highest Cu body concentrations (Fig. 1).

### DGE library construction and sequencing

Approximately 100 mg of tissue from each of the six samples per group was collected for individual RNA extraction. Total RNA was extracted separately using Trizol reagent (Gibco BRL, USA), quantified using NanoDrop ND-2000 (Thermo Scientific, Les Ulis, France), and assessed by agarose gel electrophoresis.

Eight tag libraries from the non-exposed oysters (G1-H, G1-L, M1-H, and M1-L) and exposed oysters (G2-H, G2-L, M2-H, and M2-L) were prepared for DGE, which was performed in parallel using the Digital Gene Expression Tag Profile Kit (Illumina). The samples were prepared following the protocol described in the previous study^16^. The mRNA was enriched by using the oligo (dT) magnetic beads, further fragmented into short fragments, and mixed with the fragmentation buffer. Then, the first strand of cDNA was synthesized by using random hexamer primers based on these fragments. The second strand was synthesized using buffer, dNTPs, RNase H, and DNA polymerase I. After the double-stranded cDNA was purified with magnetic beads, end reparation and 3’-end single nucleotide A (adenine) addition was then performed. Finally, sequencing adaptors were ligated to the strands. Also, the fragments were enriched by PCR amplification. During the QC step, Agilent 2100 Bioanalyzer and ABI StepOnePlus Real-Time PCR System were used to quantify the sample library. Finally, the suitable library products were sequenced using IlluminaHiSeqTM 2000. Raw sequence data are available in the NCBI’s Gene Expression Omnibus (GEO) database under the accession number GSE65653.

### Aligning DGE tags to the reference transcriptome

To map the DGE tags, we filtered all the sequenced raw data with Perl scripts to remove low-quality tags (i.e., tags with unknown nucleotide “N”), empty tags (i.e., no tag sequence between the adaptors), and tags with only one copy number (which might have resulted from sequencing errors). *C. angulata* was considered a subspecies of *Crassostrea gigas*^54^. We also collected 80889 mRNA sequences of *C. angulata* from the NCBI and used *C. gigas* genome as database to assess the sequence identity between the two species. There were 68376 mRNA (84.5%) with more than 70% identity mapping to the database; 66522 mRNA had more than 90% identity. Such comparison suggested that the two species have a high sequence identity. For tag annotation, the clean tags containing CATG and 21-bp tag sequences were mapped to the *C. gigas* genome sequences (GEO: GSE31012) with tophat2, allowing not more than one nucleotide mismatch^55^. The clean tags were designated as unambiguous clean tags. For gene expression analysis, the number of unambiguous clean tags for each gene was calculated and normalized to the number of transcripts per million clean tags.

### DGE library characteristics and functional annotation of differentially expressed genes

Statistical analysis of the frequency of each tag in different cDNA libraries with Cufflinks was performed to compare gene expression patterns in different samples^56^. False discovery rate (FDR) was used to determine the threshold of the P value in multiple tests and analyses. A FDR of ≤0.001 and an absolute value of the log2 ratio >2 were used as the threshold to determine significant differences in gene expression. We obtained the DEGs in high Cu accumulated groups (G1-H, M1-H, G2-H, and M2-H) compared to low Cu accumulated groups (G1-L,M1-L, G2-L, and M2-L). The DEGs were used for Gene Ontology (GO) and KEGG Orthology (KO) enrichment analyses using GOstats. These GO terms were assigned to query protein sequences, which generated a broad overview of groups of genes catalogued in the three ontology vocabularies (cellular component, biological process, and molecular function). The data presented herein represented a GO analysis at level 2, illustrating general functional categories. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were assigned to the assembled sequences using GOstats to link the online KEGG Annotation Server (http://www.genome.jp/kegg/kaas/), which provides KO assignments and pathway mapping.

### Quantitative real-time PCR (qRT-PCR)

To validate the quantitative data of DGE libraries, we quantified the expression levels of 20 selected genes from the gills or mantle DGE libraries by qRT-PCR. The total RNA samples used for the qRT-PCR assay were similar to that used in the DGE experiments. Gene-specific primers were designed according to the reference Unigene sequences using the Primer Premier 5.0 (Supplementary Table S7). The first-strand cDNA was synthesized using a PrimeScript^tm^ RT reagent Kit (TaKaRa, Dalian, China). qRT-PCR was performed according to the manufacturer’s specifications (ThermoDyNAmo Flash SYBR Green qPCR Kit, Thermo Scientific, US) on the ABI 7500 Fast Real-Time PCR System (Applied Biosystems^®^, US). The elongation factor 1α gene (*EF1α*, GenBank ID: BQ426516) was used as a normalizer (Supplementary Table S7), and the relative expression levels of genes were presented in terms of 2^-ΔΔCT^.

### dsRNA preparation and injection into oysters

According to the Pacific oyster sequence (GenBank Accession No.: EKC23164.1; EKC37107.1), GAT1 and GAT2 fragments of *C. angulata* cDNA were PCR amplified using total RNA extracted from the mantle as template. PCR fragments were sub-cloned into pMD19T-GAT1 and pMD19T-GAT2 vectors (Takara) and sequenced. pMD19T-EGFP was constructed using a 289-bp EGFP gene (EU716633.1) fragment from a pEGFP-N1 plasmid. All dsRNA synthesis assays were performed as previously described^57^.

Oysters were first acclimated in tanks containing natural seawater (salinity = 27–30%; 22–25 °C) for 7 days, afterwards 6 oysters were randomly chosen and dissected, and their gills and mantles were measured for Cu concentrations. Then the oysters were divided into 3 experiment groups (green fluorescent protein: GFP control group, GAT1, and GAT2), and were exposed to Cu at 10 μg/L for 12 days (15 individuals in 50-L tank). The shells of these oysters were drilled near the adductor muscle using a microbit (1–2 mm) to facilitate dsRNA injection. Before the experiment, the injection site was verified by injecting a similar volume of 1% methylene blue solution to determine the distribution of injected dye in the tissue^58^. After 30 min, the injected dye was distributed across the soft tissues. All the drugs were applied by means of single injection into the adductor muscle every three days, for a total of four times. The injection volume was 50 μL of saline solution with 100 μg of dsRNA. Approximately 48 h after the first injection, 3 individuals that were randomly selected from each group were dissected and used for qRT-PCR analysis to determine the effect of the injected dsRNA. The qRT-PCR protocol was the same as previously described and the *EF1α*, *β-actin* were used as normalizers. At the end of the experiment, 6 individuals were dissected and the Cu concentrations in the gills and mantles were measured. The primers used in the experiment are presented in Supplementary Table S8.

### GABA, GABA receptor agonist, and antagonist injection

Gamma-amino butyric acid (GABA), GABA_A_, and GABA_B_ receptor agonists (muscimol, baclofen), and their antagonists (bicuculline, phaclofen) were purchased from Sigma Chemical Co. (St. Louis, MO, USA). They were prepared just before use and dissolved in saline solution.

Oyster acclimation, injection protocol, and daily administration were the same as previously described. Seven experimental groups (each with 20 individuals in 80-L waters) were exposed to Cu for 12 days. All the drugs were injected into the adductor muscle of the oysters every three days, for a total of four times. The drugs and doses used in the injection for each experimental group were as follows: GABA (15 μg/g body weight), muscimol (10 μg/g body weight), baclofen (15 μg/g body weight), bicuculline (8 μg/g body weight), phaclofen (2 μg/g body weight), bicuculline (8 μg/g body weight) + phaclofen (2 μg/g body weight), and saline. These drugs and doses were used based on the preliminary experiments and earlier study^24^. At the end of the experiment, 12 individuals were dissected and the Cu concentrations in the gills and mantles were also analyzed.

## Additional Information

**How to cite this article**: Shi, B. *et al.* Transcriptome analysis of the key role of GAT2 gene in the hyper-accumulation of copper in the oyster *Crassostrea angulata*. *Sci. Rep.* **5**, 17751; doi: 10.1038/srep17751 (2015).

## Supplementary Material

Supplementary Information

Supplementary Tables

## Figures and Tables

**Figure 1:**
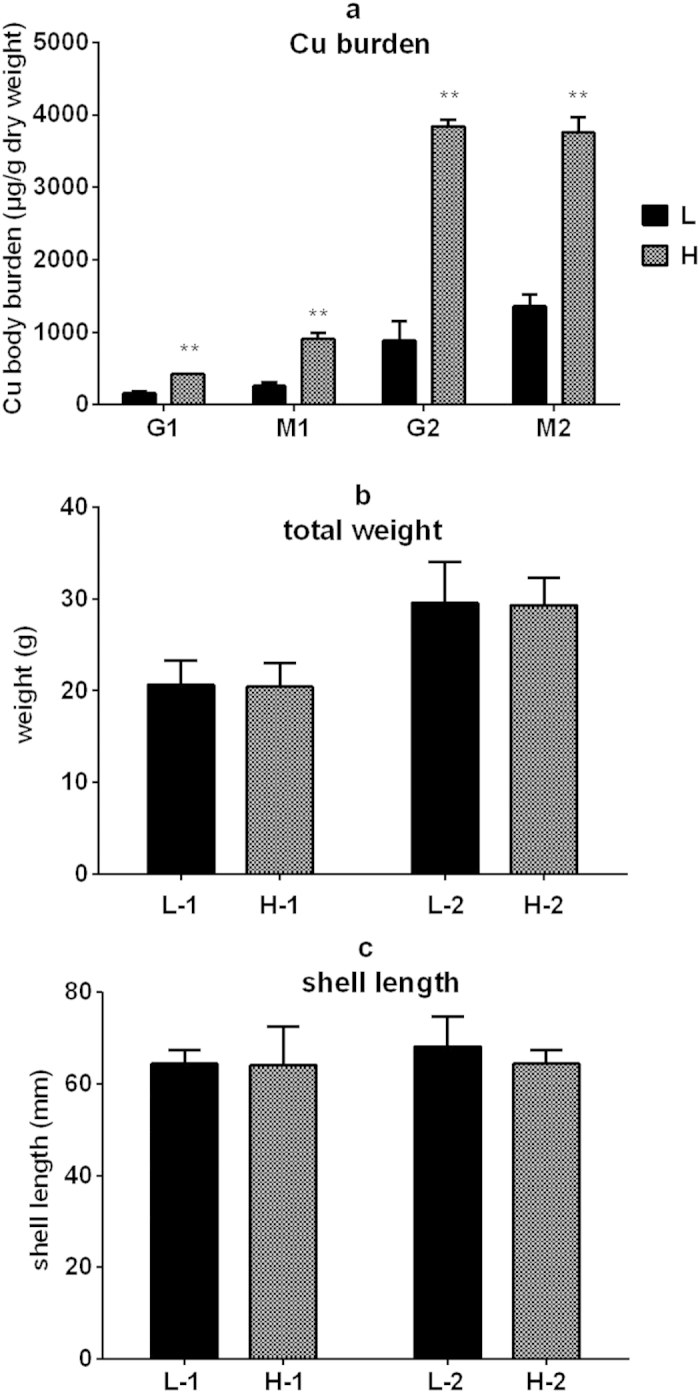
The tissue Cu concentration (**a**), total body weight (**b**) and shell length (**c**) of oysters selected for DGE. G1 and M1: gills and mantle tissues without experimental Cu exposure; G2 and M2: gills and mantle tissues after Cu exposure; L and H represent low and high Cu tissue concentration, respectively. L-1 and H-1: oysters without experimental Cu exposure; L-2 and H-2 oysters after Cu exposure. Data are mean ± s.d. (six replicates); **p <0.01 (pair-wise t test).

**Figure 2:**
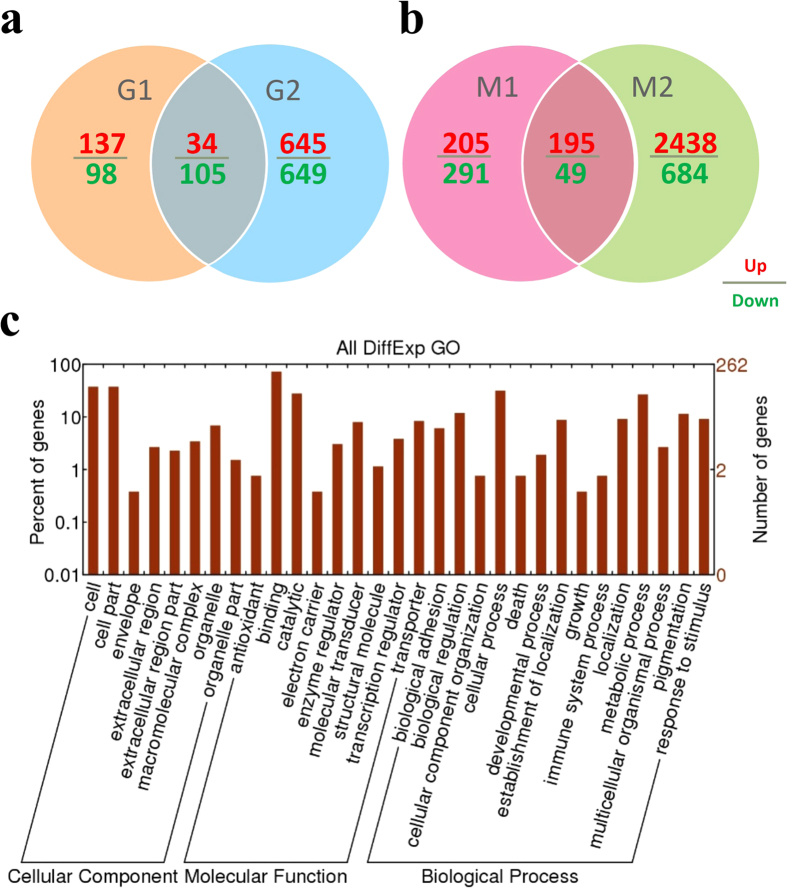
Significant differentially expressed genes (DEGs). (**a**) DEGs of oyster gills with great variation in the body burden of Cu by Venn diagram: G1-L *vs.*G1-H ∩ G2-L *vs*. G2-H. (**b**) The DEGs in high Cu accumulated mantles compared to low Cu accumulated groups: M1-L *vs.* M1-H ∩ M2-L *vs.* M2-H. A FDR of ≤0.001 and an absolute value of the log2 ratio >2 were used as the threshold to determine significant differences in gene expression. (**c**) Gene ontology analysis of all DEGs in the high-Cu and low-Cu oysters.

**Figure 3:**
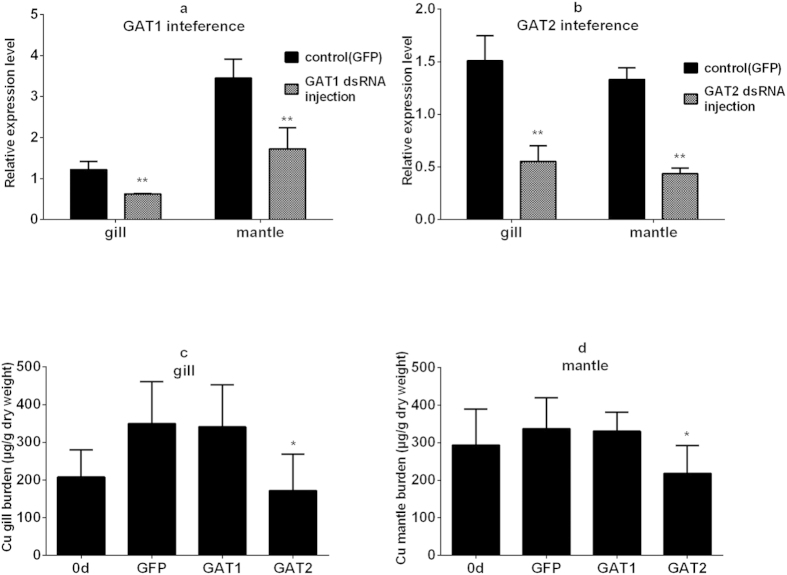
GAT1/GAT2 RNA interference. The efficiency of GAT1 (**a**) and GAT2 (**b**) RNA interference in gill and mantle following RNAi treatment. Each column represents mean ± s.d. (n=3); **p <0.01 (pair-wise t test).Cu concentration in the gills (**c**) and mantles (**d**) following GAT1/GAT2 RNA interference. Each column represents mean ± s.d. (n=8); *p <0.05 (pair-wise t test).

**Figure 4:**
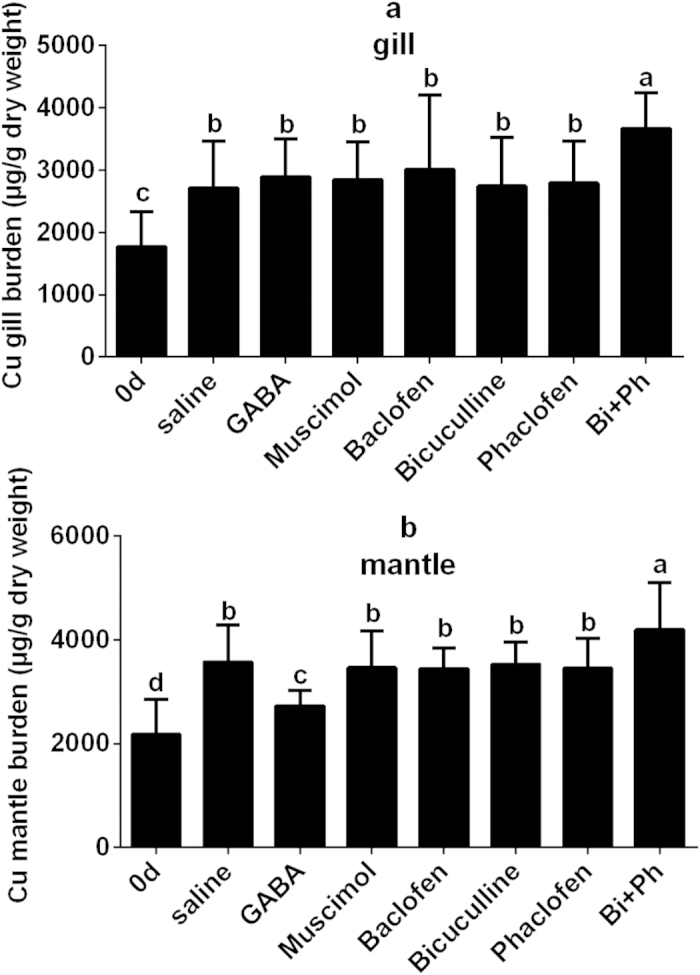
GABA, GABA receptor agonists and antagonists effect on Cu accumulation in the oysters. (**a**) Gill Cu burden after GABA, GABA receptor agonists and antagonists injection. (**b**) Mantle Cu burden after GABA, GABA receptor agonists and antagonists injection. Each column represents mean ± s.d. (n=12); p <0.05 (one-way ANOVA followed by LSD and Duncan post-hoc comparisons). Different letters represent significant difference between two treatments.

**Figure 5:**
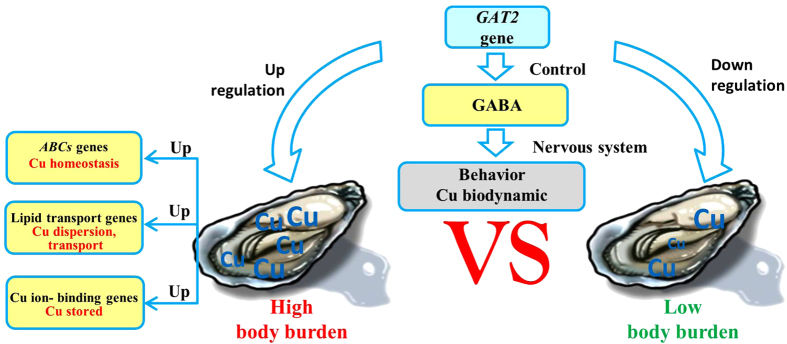
The sketch map of important functional genes related to the inter-individual variations of Cu in oysters.

**Table 1:** Gene ontology/pathway terms for selected genes regulated ≥two-fold with differentially expressed Cu body concentrations in the gills/mantles (low concentration *vs.* high concentration).

Gill	Expression pattern	Type^A^	G1-L Vs G1-H		G2-L Vs G2-H		Description
			FC^B^	FDR^C^	FC^B^	FDR^C^	
**Lipid transport**		P					
OYG_10014469_10040256	Upregulated		1.602509	1.13E-12	2.328729	5.9E-143	Apolipoprotein
OYG_10018340_10030734	Upregulated		1.236194	1.52E-10	1.943109	6.53E-78	hypothetical protein CGI_10018340 [Crassostreagigas]
**Neurotransmitter transport**		P					
OYG_10017841_10008053	Downregulated		−2.12145	1.17E-23	−5.3088	0	Excitatory amino acid transporter 1
**Mantle**	**Expression pattern**	**Type**^A^	**M1-L Vs M1-H**		**M1-L Vs M1-H**		**Description**
			**FC**^B^	**FDR**^C^	**FC**^B^	**FDR**^C^	
**Lipid transport**		P					
OYG_10015914_10025506	Upregulated		1.067678	0.000617	2.090331	6.7E-14	Vitellogenin/VTG
OYG_10014469_10040256	Upregulated		0.895977	1.1E-07	4.766276	2.1E-221	apolipoprotein
**Neurotransmitter transport**		P					
OYG_10000052_10033075	Upregulated		2.372763	1.16E-09	1.69651	1.48E-11	Proline transporter
OYG_10026098_10002797	Downregulated		−2.31727	2.01E-15	−1.46292	8.04E-05	Glycine transporter 2
OYG_10028335_10036542	Upregulated		1.373422	5.73E-31	1.053064	3.2E-21	GABA transporter 2/GAT2
**Vesicle**		C					
OYG_10027950_10024008	Upregulated		1.075756	7.24E-13	2.202442	4.56E-49	ATP-binding cassette sub-family A member 3/ABCA3
**Copper ion binding**		F					
OYG_10020885_10039411	Upregulated		1.499383	3.5E-32	1.701766	1.9E-09	L-ascorbate oxidase
OYG_10017371_10010587	Upregulated		1.107054	0.002036	1.43978	1.89E-11	Laccase-2
**ATPase activity**		F					
OYG_10027950_10024008	Upregulated		1.075756	7.24E-13	2.202442	4.56E-49	ATP-binding cassette sub-family A member 3/ABCA3
OYG_10000886_10006267	Upregulated		2.263479	1E-06	2.052857	1.65E-06	Multidrug resistance protein 1/ABCB1
OYG_10002457_10026801	Upregulated		1.792962	4.94E-10	1.89126	1.07E-09	Multidrug resistance protein 3/ABCB3
**Response to chemical stimulus**		P					
OYG_10000886_10006267	Upregulated		2.263479	1E-06	2.052857	1.65E-06	Multidrug resistance protein 1/ABCB1
OYG_10002457_10026801	Upregulated		1.792962	4.94E-10	1.89126	1.07E-09	Multidrug resistance protein 3/ABCB3
OYG_10022618_10024381	Upregulated		1.365183	1.95E-22	2.727761	1.19E-08	Porphobilinogen deaminase
OYG_10004131_10027936	Upregulated		1.406247	5.84E-09	1.229159	4.59E-06	UDP-glucose 6-dehydrogenase

^A^Type: P, biological process F, molecular function C, Cellular Component.

^B^FC: log2 fold change.

^C^FDR: false discovery rate.

# Supplementary material for: Transcriptome analysis of the key role of GAT2 gene in the hyper-accumulation of copper in the oyster Crassostrea angulata
**Source:** Sci Rep. 2015 Dec 9;5:17751. doi: 10.1038/srep17751
**Supplement:** Supplementary Information

**Transcriptome analysis of the key role of GAT2 gene in the hyper-accumulation of copper in oyster *Crassostrea angulata***

Bo Shi1,2, Zekun Huang1,2, Xu Xiang3, Miaoqin Huang1,2, Wen-Xiong Wang4, Caihuan Ke1,2,*

Number of pages: 6

Number of figures: 1 (Figure S1)

Number of tables: 4 (Table S1, S5, S7, S8)

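Table S3 gives, for each gene called in both pairs of a tissue, the log2 ratio and the FDR of each pair. Its finite log2 ratios equal the plain ratio of the deposited RPKM values to within 2.9e-05, without a pseudocount. The smallest absolute log2 ratio in it is 1.00, and 42 of the 128 gill genes and 29 of the 239 mantle genes that have 2 finite ratios exceed 2 in absolute value in both pairs. Table S6 gives the RPKM of the genes of 6 families related to oxidative stress, heat shock and metal binding.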

Table S2, S3, S4 and S6 are in the Excel file (Table S2, S3, S4, S6. xls) since the database is big.

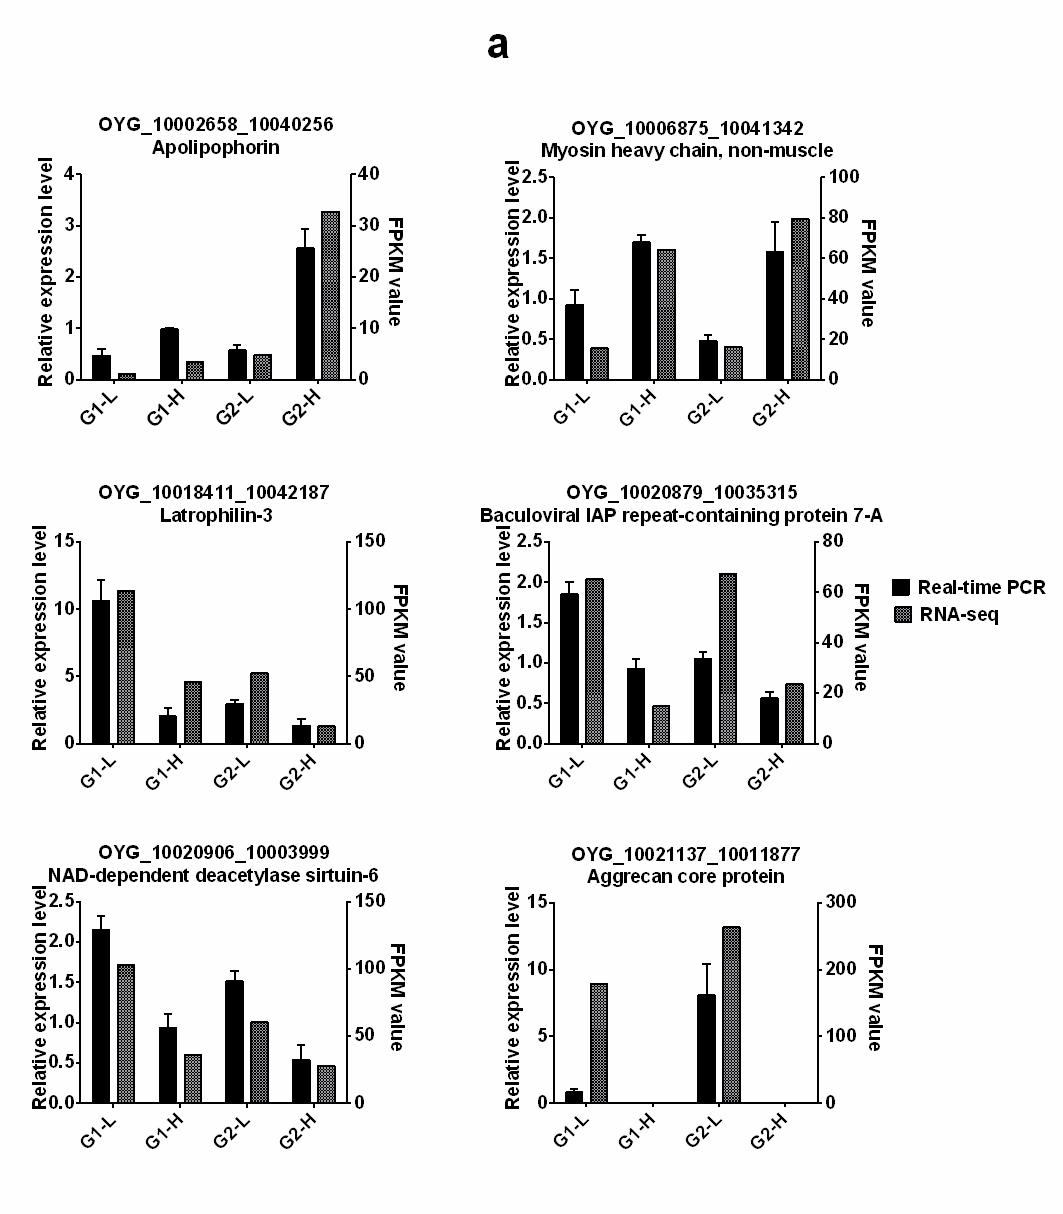

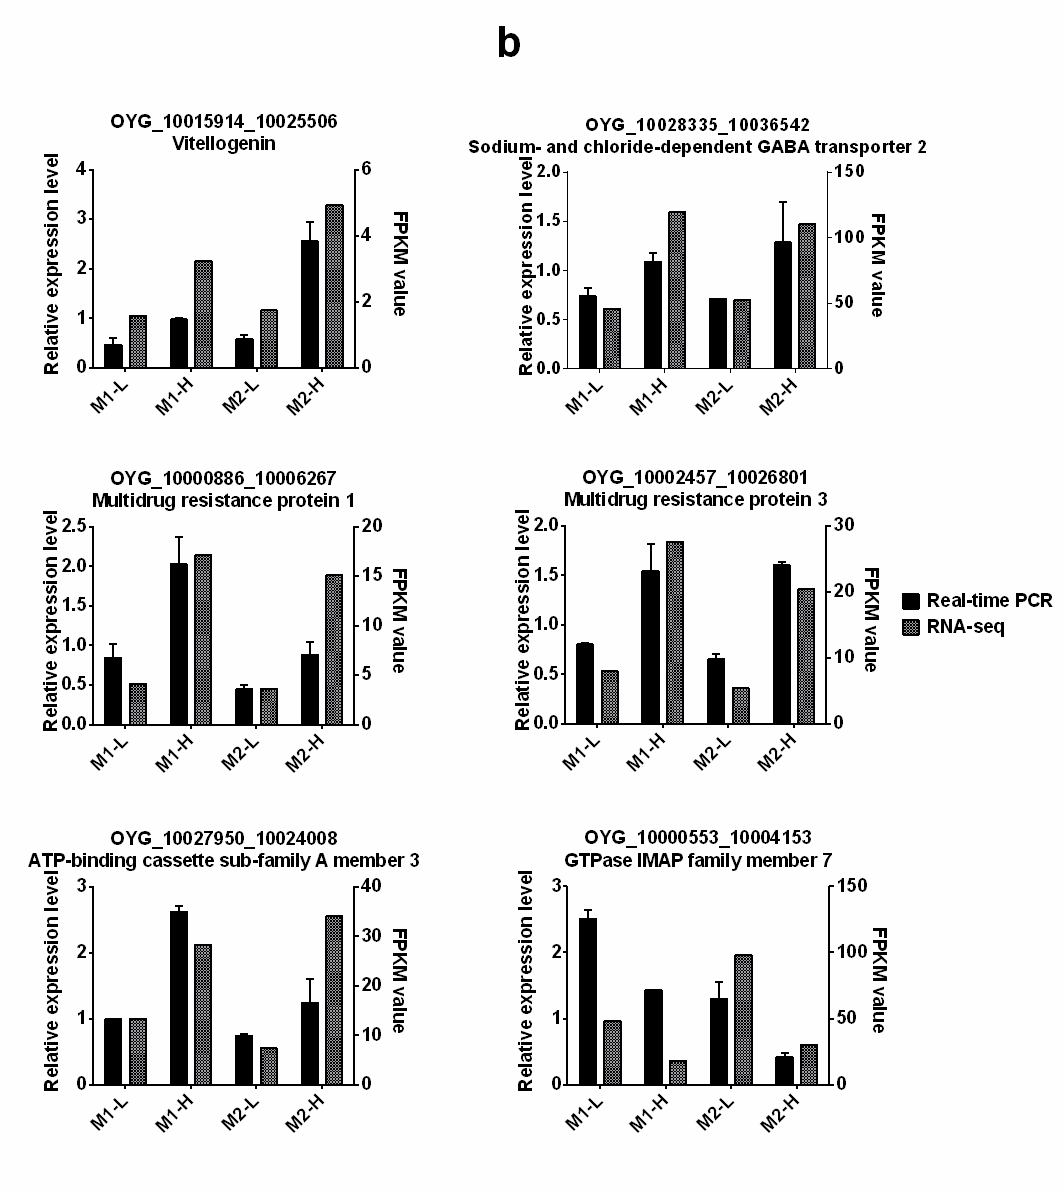

**Figure S1.** Comparison of transcription measurements by Illumina sequencing and quantitative real-time reverse transcription-PCR (qRT-PCR) assays. (a) Comparative analysis of six candidate genes expression level by qRT-PCR and RNA-seq in gill. (b) Comparative analysis of six candidate genes expression level in mantle. Error bars indicate the standard deviation. *EF1α* was used as an endogenous control.

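Fig. S1 sets the sequencing values of 12 genes, in FPKM (fragments per kilobase, scaled to the mapped reads), beside their transcript levels by qRT-PCR, in which the amplification of cDNA is followed in real time and expressed relative to a control gene. For *GAT2* the difference between the high-Cu and low-Cu libraries in the deposited mantle values corresponds to 2.59-fold in M1 and 2.07-fold in M2, for ABCB1 to 4.70-fold and 4.07-fold, and for ABCB3 to 3.43-fold and 3.66-fold, after adding 0.1 to each RPKM.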

**Table S1. Mapping results of RNA-Seq reads of gill and mantle samples**

| **Samples** | **Total number of filtered single-end reads** | **Percentage of mapped reads (%)** | **Percentage of unique mapped reads (%)** | **Total number of mapped genes** |
| --- | --- | --- | --- | --- |
| G1-L | 6,217,720 | 4,635,512 (74.55%) | 3,259,886 (52.43%) | 21,103 |
| G1-H | 6,315,216 | 4,649,750 (73.63%) | 3,411,370 (54.02%) | 21,257 |
| G2-L | 5,853,876 | 4,282,870 (73.16%) | 3,350,228 (57.23%) | 21,318 |
| G2-H | 5,928,195 | 4,256,134 (71.79%) | 3,388,105 (57.15%) | 20,960 |
| M1-L | 6,171,404 | 4,720,488 (76.49%) | 3,168,773 (51.35%) | 21,410 |
| M1-H | 6,061,038 | 4,575,894 (75.50%) | 3,251,727 (53.65%) | 21,435 |
| M2-L | 6,267,988 | 4,764,793 (76.02%) | 3,338,322 (53.26%) | 21,164 |
| M2-H | 6,004,064 | 4,457,049 (74.23%) | 3,378,489 (56.27%) | 21,508 |

| Table S2, S3, S4 and S6 are in the Excel file (Table S2,S3,S4,S6.xls) since the database is big.  **Table S5.** KO enrichment analysis of DEGs of higher Cu concentration compared with lower Cu concentration in gills and mantles. | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **KEGGID** | **Term** | | **P value** | **Odds Ratio** | **Number in input list** | **Number in Ref** |
| 5200 | | Pathways in cancer | 0 | 3.157 | 19 | 390 |
| 4064 | | NA | 0 | 4.503 | 10 | 142 |
| 4210 | | Apoptosis | 0 | 4.435 | 10 | 144 |
| 5222 | | Small cell lung cancer | 0 | 3.856 | 11 | 181 |
| 5145 | | Toxoplasmosis | 0.001 | 3.041 | 12 | 247 |
| 4510 | | Focal adhesion | 0.002 | 2.221 | 21 | 598 |
| 5166 | | NA | 0.005 | 2.663 | 11 | 255 |
| 4724 | | NA | 0.006 | 3.49 | 7 | 124 |
| 4977 | | Vitamin digestion and absorption | 0.006 | 4.671 | 5 | 67 |
| 4120 | | Ubiquitin mediated proteolysis | 0.007 | 2.535 | 11 | 267 |
| 5206 | | NA | 0.008 | 2.218 | 14 | 389 |
| 4975 | | Fat digestion and absorption | 0.009 | 4.256 | 5 | 73 |
| 4360 | | Axon guidance | 0.01 | 2.885 | 8 | 170 |
| 4011 | | MAPK signaling pathway - yeast | 0.024 | 5.213 | 3 | 36 |
| 5144 | | Malaria | 0.026 | 3.172 | 5 | 96 |
| 500 | | Starch and sucrose metabolism | 0.028 | 3.712 | 4 | 66 |
| 906 | | Carotenoid biosynthesis | 0.035 | 56.804 | 1 | 2 |
| 521 | | Streptomycin biosynthesis | 0.042 | 6.714 | 2 | 19 |
| 2010 | | ABC transporters | 0.047 | 3.106 | 4 | 78 |
| 4330 | | Notch signaling pathway | 0.048 | 2.39 | 6 | 151 |

| **Table S7.** Information of primers used in qRT-PCR analysis | | |  |
| --- | --- | --- | --- |
| **Gene ID** | **GENE Description** | **Forward Primer (5'-3')** | **Reverse Primer (5'-3')** |
| BQ426516 | EF1α | ACCACCCTGGTGAGATCAAG | ACGACGATCGCATTTCTCTT |
| OYG_10002658_10040256 | Apolipophorin | CAACGGTGCCAATGAAGAG | TGGAGGTAAGCAGCTAAACG |
| OYG_10006875_10041342 | Myosin heavy chain | AGAAGAAACCAATAAAAGAGTG | GATGTTGTAAAGTACAGAGGCG |
| OYG_10018411_10042187 | Latrophilin-3 | GGGCTTTATGTTTTCTCTTGG | TCACTTTATCTCCTGTGTTTA |
| OYG_10020879_10035315 | Baculoviral IAP repeat-containing protein 7-A | GCTGAGAGAAAGAACCCCCT | GCGATGTTTGATCCAGACAT |
| OYG_10020906_10003999 | NAD-dependent deacetylase sirtuin-6 | GCTCTACGCCCAACTTACAC | CACTTCTCGCATTTCTCCAC |
| OYG_10021137_10011877 | Aggrecan core protein | AGATGTTATGTCGCACGCAG | AGAAGGGAACCTATAGTCGC |
| OYG_10015914_10025506 | Vitellogenin (VTG) | GCAGCGACAACAACCAGAA | GCGGCATAACTTCCCTAATC |
| OYG_10028335_10036542 | Sodium- and chloride-dependent GABA transporter 2 | GACCGTTCTCTCGCCTATTTT | CAGTCCTTGTGGGGTTATCAA |
| OYG_10000886_10006267 | Multidrug resistance protein 1 (ABCB1) | TTGGAGCGTTTTCTTTGGGT | CTGGACATTCTCTCTGGCGG |
| OYG_10002457_10026801 | Multidrug resistance protein 3 (ABCB3) | GCAAGACAGCCACGGAATC | CAGCATAGGCGAAGAAGAG |
| OYG_10027950_10024008 | ATP-binding cassette sub-family A member 3 (ABCA3) | AAGTTGATGGGGATGAGTGAA | AAGAAGACCAGGATGAGGGAG |
| OYG_10000553_10004153 | GTPase IMAP family member 7 | TACCAAAGCCAAAATGCCT | TTTCTCTGACCCTCTCCCA |

| **Table S8.** Sequences of primers used for cloning and qRT-PCR in RNAi experiment. | |
| --- | --- |
| **Primer name** | **Sequence (5'-3')** |
| EGFPF166 | CAGTGCTTCAGCCGCTACCC |
| EGFPR454 | AGTTCACCTTGATGCCGTTCTT |
| EGFP-T7F | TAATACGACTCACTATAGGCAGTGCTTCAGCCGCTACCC |
| EGFP-T7R | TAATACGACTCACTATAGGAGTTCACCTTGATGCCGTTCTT |
| EF1α-F | ACCACCCTGGTGAGATCAAG |
| EF1α-R | ACGACGATCGCATTTCTCTT |
| βactin-F | CTCTTTCACCACCACAGCC |
| βactin-R | GTACCTCCAGACAGGACAATA |
| GAT1F | GTCCATGCATTCTTCCCCAA |
| GAT1R | GAAAAACAGCACTCCCCACA |
| GAT1-T7F | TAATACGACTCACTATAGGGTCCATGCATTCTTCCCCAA |
| GAT1-T7R | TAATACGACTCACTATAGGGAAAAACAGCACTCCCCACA |
| GAT1-qF | TTCTTTATGTTGATTGCGGT |
| GAT1-qR | TGATACACTCTGAGAGGGCC |
| GAT2F | AGGGGTGGACATCAAGGACG |
| GAT2R | GAAAATAGGCGAGAGAACGG |
| GAT2-T7F | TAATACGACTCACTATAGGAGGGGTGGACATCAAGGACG |
| GAT2-T7R | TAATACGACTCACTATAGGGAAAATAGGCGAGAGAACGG |
| GAT2-qF | GACCGTTCTCTCGCCTATTTT |
| GAT2-qR | CAGTCCTTGTGGGGTTATCAA |

How the deposited data were processed for this re-analysis (not part of the article)

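Each of the 8 libraries came from RNA of 6 pooled oysters, from gill or mantle, with low or high Cu, without exposure (G1, M1) or after 30 days in 30 µg/L Cu (G2, M2). Tissue and Cu class were taken from the library labels, and exposure, dose, days and pool size from the paper. The authors removed low-quality, empty and single-copy tags with Perl scripts, mapped the rest to the *C. gigas* genome with tophat2 allowing at most 1 mismatch, and counted unambiguous tags per gene. Their text also names Cufflinks for the comparison of libraries, and describes 21-bp tags, randomly primed fragments and 50-bp reads in different places. The deposited values are RPKM, in which a dash stands for a gene with no reads, and all 8 columns of values were matched to a library by name.

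From the RPKM values, the log2 of RPKM plus a pseudocount of 0.1 was taken, and genes with a mean RPKM under 1 over the 8 libraries were left out, which kept 20123 of 25647. The high minus low difference was computed within each pair (G1, G2, M1, M2), and genes with an absolute difference of at least 1 in both pairs of a tissue were counted, in the same and in opposite directions. Linear models were fitted with limma 3.58.1 in R 4.3.3 with an intensity trend, all 8 libraries, separate high minus low effects for gill and mantle, and the oyster group within tissue as 4 blocks, and p-values were Benjamini-Hochberg adjusted over all genes that passed the filter. The pairing of a high-Cu with a low-Cu library comes from the paper's own comparisons. The paper's methods state an absolute log2 ratio over 2, while the title of Table 1 and the ratios of Table S3 give 2-fold. A log2 difference of 1 was therefore the threshold and 2 an alternative. Table 1 does not hold to 2-fold throughout, since it lists mantle apolipoprotein (OYG_10014469_10040256) at a log2 ratio of 0.90 in M1.

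Whole reads were recovered from the RPKM values, because within a gene these step in whole multiples between libraries. They came out whole for 100% of the 25181 genes with any, and gene lengths came out whole for 99.1%. Reads per library were between 2015375 and 2589524. Recovered reads were used for Fisher's exact test (two-sided) of a gene's reads against all other reads of 2 libraries, for exact Clopper-Pearson 95% intervals, and for a floor of 3 reads below which a fold is given as a bound. The test of single genes of Table 1 was set in advance. Its use over all genes, with an FDR of at most 0.001 in both pairs, and a limma voom fit on recovered reads were chosen after seeing the data and after comparing counts with the lists of Table S3. Computing used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

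Families of Table S6 were described by the median change of their members and its percentile among 10000 random gene lists of the same size, drawn among the 200 genes nearest to each member in mean expression. Spearman correlations of changes are across genes, which are not independent replicates, and carry no p-value. The steps were tested on simulated reads, in which 200 of 25181 genes were changed by a log2 of 3 with a dispersion of 0.02. The changed genes had a mean RPKM of at least 5 and the same change in both pairs. Tissues and oyster groups did not otherwise differ in the simulation. The rates of calls that follow therefore do not carry over to the deposited libraries, whose pairs agreed weakly. Limma called 91% of the changed genes and 14 of 20077 unchanged ones. The 2-fold rule in both pairs took 98.5% of the changed and 441 unchanged genes, and the Fisher rule took 80% and 0. Reads were recovered exactly for 99.3% of simulated genes, and 6.25% of unshifted lists fell outside the 2.5th to 97.5th percentiles.

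The genes named are every gene of Table 1, the 12 genes of Fig. S1, *GAT1*, the metallothionein and extracellular superoxide dismutase genes of Table S6, and for each tissue the 3 genes up and the 3 genes down with the largest smaller-of-the-pairs change among those changed at least 2-fold in the same direction in both pairs, 43 genes in all. Genes named outside this rule were chosen after their values were seen. *GAT1* was found through the protein accession that the methods give and the annotation of the deposited values. Gene names are those of that annotation or of the paper's tables. None of the gene IDs (0 of 25647) was found in the RefSeq gene table, so no coordinates are given. Alternatives were a log2 threshold of 2, pseudocounts of 1 and 0.01, no filter, a mean RPKM of at least 5, centring of each library on its median, quantile normalization, no block, each tissue fitted alone, limma without the trend, and each oyster group left out. A count model for deposited counts was listed as an alternative and not run, because the values are RPKM. Cu concentrations, qRT-PCR, RNA interference and injections were not analysed here.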

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

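Of the tests in this part, those on swapped labels, on tissues from the same oysters, on the genes lost from the high-Cu gills, on GTPase IMAP family member 4 and on the mantle genes with the largest changes were chosen only after the result was seen. A gene is called here where its RPKM ratio was at least 2-fold and Fisher's exact test on its recovered reads gave an FDR of at most 0.001 in a pair, and that test compares 2 libraries, not the conditions. No library stood apart from the others in number of reads or of genes or in the share of reads of its most abundant genes, in 12 groups tested with Dixon's ratio. The median gene was higher by 0.32 (log2) in M2-H than in M2-L and by 0.10, 0.04 and 0.03 in the high-Cu library of G2, G1 and M1.

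In the gills 13 genes were called in both pairs in opposite directions, 4 of them higher in the high-Cu library without exposure and lower after it and 9 the reverse. In the mantle there were 54, with 24 and 30. The difference between the 2 oyster groups was not tested, because each has 1 pair of libraries per tissue. With the high and low labels swapped in 1 pair, opposite directions should prevail among the genes called in both pairs. They made up 8.61% of them in the gills and 18.7% in the mantle, so a swap is not what the calls show. Without replicate libraries, these calls cannot be told apart from differences between pools. The 2 groups differ both in exposure and in the oysters pooled, and these cannot be told apart here.

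The paper does not set the changes of the gills against those of the mantle in the exposed oysters. In G2 and M2, 526 genes were called in the same direction and 44 in opposite directions, against 41 and 18 in G1 and M1. Both tissues coming from the same oysters could give such calls. The share in the same direction was 92.3% for G2 with M2 and 69.5% for G1 with M1, each from the same oyster group, and 92.4% for G1 with M2 and 50.9% for G2 with M1, which share neither tissue nor oyster group. Across all genes that passed the filter, the Spearman correlation was 0.250 for G2 with M2 and 0.0992 for G1 with M1, against 0.227 for G1 with M2 and -0.0102 for G2 with M1. At a mean RPKM of at least 5, it was 0.302 for G2 with M2 and 0.334 for G1 with M2. Whether M2 followed the gills of its own oyster group more closely thus depends on the setting, and these values do not settle the part of shared oysters. Given gene length and mean expression, the partial correlation was 0.246 for G2 with M2 and 0.216 for G1 with M2, so these properties account for little of it. The median change of 23 germ cell genes lay at percentile 92.5 of matched random lists in G2 and 94.9 in M2. Both are inside the middle 95% of the lists but near its upper end, so germ cell RNA is not ruled out. Germ cell RNA, shared oysters, the exposure and the Cu class remain as hypotheses for the similarity of the exposed pairs. Since M2 also resembled the unexposed gill pair, what is particular to the M2 libraries cannot be told apart from these hypotheses.

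Aggrecan core protein (OYG_10021137_10011877) fell in both gill pairs and rose in both mantle pairs. Its log2 change was -10.82 in G1 and -8.10 in G2, and 2.54 in M1 and 1.21 in M2, where M1 rests on 1 and 7 reads. The gill change minus the mantle change was -11.33 with an adjusted p-value of 0.310 from limma and an unadjusted one of 2.4e-05. The difference therefore fails the correction over all genes, and no gene passed it, while 876 of 20123 had an unadjusted p-value under 0.05 for a difference between the tissues. A gene missing from the oysters of the high-Cu gills was tested together with 2 further genes below. A difference between the tissues remains a hypothesis.

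The metallothionein gene OYG_10012042_10029507 was lower in the high-Cu library of both pairs without exposure, with log2 changes of -0.65 and -0.66, and higher in both exposed pairs, with 3.08 and 1.41. The mean exposed change minus the mean unexposed change was 2.90, and this difference was not tested. Relative to the median gene, the exposed changes were 2.98 and 1.09. Most of the other named genes were chosen for the same direction in both pairs of a tissue and could not show such a split, so how rare it is was not tested. Fisher's adjusted p-value was 0.241 in G1 and 0.0875 in M1, so neither unexposed fall passed after adjustment over genes, although the 95% interval of the ratio in M1, -1.20 to -0.12, lies below 0. Reads shared between members of the family, whose sequences were not compared, the exposure and the oysters pooled cannot be told apart as explanations of the exposed rise. The summed RPKM of the family changed by -0.66 and -0.66 in the exposed pairs, which does not settle this.

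In the gills, metalloproteinase inhibitor 3 (OYG_10000389_10036144) and a hypothetical protein (OYG_10026432_10028017), which the paper does not discuss, had the largest falls of the smaller of the 2 pairs, at -8.87 and -7.31 (log2), together with aggrecan. Against the floor of 3 reads they were at least 17.8-fold and 70.5-fold lower in the high-Cu library of G1 and G2 for the first, and at least 8.72-fold and 115-fold lower for the second. A gene absent from, or unlike the reference in, the oysters pooled for the high-Cu gills could give such a loss, and would then be missing from the mantle of those oysters too. The fewest reads that any of the 3 genes had in a high-Cu mantle library was 7, above the floor, so if both tissues came from the same oysters the genes were not missing from all of them. In M2, however, metalloproteinase inhibitor 3 fell from 915 to 278 reads (log2 change -1.80) and OYG_10026432_10028017 from 1053 to 25 (-5.47), while in M1 they changed by -0.16 and 0.78, so genes missing from some of the pooled oysters cannot be ruled out. Limma called metalloproteinase inhibitor 3 with an adjusted p-value of 0.0407, lower in 2 of 2 pairs, and over 10 alternatives, given below, its adjusted p-value was between 0.0134 and 0.734, and under 0.05 in 3 of them. A relation to Cu remains a hypothesis, resting on 2 pairs of pooled libraries.

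GTPase IMAP family member 4 (OYG_10021142_10004153) had the largest rise of the smaller of the 2 gill pairs, 6.05 (log2), from 0 reads in G1-L and G2-L to 12 in G1-H and 13 in G2-H, which is at least 3.52-fold and 4.12-fold higher. A candidate explanation is that the gene is absent from, or unlike the reference in, the oysters pooled as low Cu. The most reads it had in a low-Cu mantle library was 0, but M1-H and M2-H had only 1 and 6, so the gene was barely detected in any mantle library and the comparison does not test that explanation. In the gills, Fisher's adjusted p-value was 0.00955 in G1 and 0.00189 in G2.

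In the mantle, the named genes with the largest changes were hypothetical proteins with few reads. OYG_10025021 and OYG_10002942 had at most 3 reads in both libraries of at least 1 pair and are left out of the values that follow. OYG_10025000 and OYG_10018677_10033139 rose, the smaller change of the 2 pairs being 6.62 and 5.97 (log2), and OYG_10021191_10021143 and OYG_10028655_10003227 fell, with -7.32 and -6.29. The first 2 had 0 reads in both low-Cu mantle libraries and at most 9 in the high-Cu ones. Against the floor they were at least 2.69-fold and 2.09-fold higher in M1, and at least 2.84-fold and 1.26-fold higher in M2. The falling genes were at least 2.61-fold and 1.86-fold lower in M1, and at least 2.82-fold and 2.11-fold lower in M2. For each of the 6 mantle genes chosen by size of change, the larger of the 2 pairs' adjusted p-values from Fisher's exact test was at least 0.0340, so none reached 0.001 in both pairs. For OYG_10025000 the adjusted p-value was 0.0340 in M1 and 0.0150 in M2, and for OYG_10021191_10021143 0.0393 and 0.0120, under 0.05 in both. For these 2 genes, Fisher's test thus speaks against counting noise alone at a limit of 0.05, while differences between pools cannot be told apart from an effect without replicate libraries, and no biological explanation was tested.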

How the results depend on the processing

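The mapping of libraries, the tests, the rule for named genes and the alternatives were fixed before the data were examined, apart from the counts by Fisher's exact test over all genes, the voom fit, and for single genes the filters, the separate fit of each tissue and the fit without the trend, which were chosen after seeing the data. The cause of a change between settings was not tested unless stated.

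Genes changed at least 2-fold in the same and in opposite directions in both pairs numbered 1094 and 820 in the gills and 1604 and 1024 in the mantle. With a log2 threshold of 2 they were 333 and 237 in the gills and 401 and 312 in the mantle. With a pseudocount of 1 they were 617 and 399 in the gills and 975 and 574 in the mantle. Over genes with a mean RPKM of at least 5 they were 479 and 247 in the gills and 777 and 329 in the mantle. With no filter, the opposite count in the gills was 1247. With Fisher's exact test they were 138 and 13 in the gills and 235 and 54 in the mantle, with a log2 ratio over 2 as well 51 and 8 in the gills and 30 and 16 in the mantle, and with centred ratios 142 and 14 in the gills and 197 and 52 in the mantle. The depth limits these counts, because 44.0% of the gill and 40.6% of the mantle same-way genes had fewer than 10 reads in every library of the tissue. With centring, 46.4% of the mantle same-way genes were higher, and with quantile normalization 47.1%, against 63.0% without, and 1313 and 1308 genes were shared with the count as deposited. With Fisher's test the share was 80.9%, or 69.0% with centred ratios. Those had each pair's median change subtracted, a smaller shift in M2 than centring of the libraries. With Fisher's test and a log2 ratio over 2 the share was 53.3%, from 16 higher and 14 lower genes.

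Limma called 1 gill gene. It called 0 with centring (924 genes at an unadjusted p-value under 0.05), 0 with each tissue alone (1138), 0 without the trend (855), 0 with no filter (1146), 0 with voom (1066), 3 at a mean RPKM of at least 5 (metalloproteinase inhibitor 3, aggrecan and OYG_10006118_10027661), and 2 with a pseudocount of 0.01 (metalloproteinase inhibitor 3 and OYG_10009633_10025276). The 2 IDs given without a name were chosen after their values were seen. It called 0 with no replicate block (647). In the mantle it called 0 under all 11 settings, with 1343 to 2602 genes at an unadjusted p-value under 0.05.

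Changes of 35 named gene and tissue pairs were recomputed under the 10 other settings of limma, where 6 had no value because the gene failed the filter. Of the 344 values, 335 kept direction and side of limma's threshold and 0 reversed. The direction could not move under 5 of the settings (no block, each tissue alone, no trend and both filters). These leave the change itself as it was and alter only its test. Most of the adjusted p-values also lay far above the threshold, so this count says little on stability. Leaving out 1 oyster group gives the change of the other pair, and since all these genes had the same sign in both pairs of the tissue, most having been chosen for it, this says nothing on their stability. Aggrecan in the gills passed the threshold with a pseudocount of 1, at -7.33 (adjusted p = 0.00350 from limma), and at a mean RPKM of at least 5, at -9.46 (adjusted p = 0.0255), and had an adjusted p-value of 0.0702 to 0.793 under the others. The 7 that lost the call were all of metalloproteinase inhibitor 3, at adjusted p-values of 0.0645 to 0.734, and it kept the call with a pseudocount of 0.01, quantile normalization and a mean RPKM of at least 5. The mantle change of *GAT2* was between 0.97 and 1.21 over 10 alternatives, with limma's adjusted p-value between 0.284 and 0.677. The 15 Table 1 changes had adjusted p-values from 0.265 to 1. Relative to the median gene, 3 of 3 gill and 9 of 12 mantle genes changed at least 2-fold in both pairs. Centring of each library on its median log2 value shifted M2 further. Laccase-2 then also fell under 2-fold in M2, at a log2 change of 0.97, and *GAT2* was at 0.58. Among genes with a mean RPKM of at least 50, which include *GAT2*, the median M2 change was 2.2e-04. Centring may therefore overcorrect *GAT2* in M2.

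Of 36 family medians, 35 moved by less than the spread between oyster groups, and that of cytochrome c oxidase in the mantle was -0.72 with centring. At a mean RPKM of at least 5, the correlation of changes was 0.164 for G1 with G2 and 0.274 for M1 with M2. The 8 counts of genes detected stayed within 1.5 times of the number with any value when an RPKM of at least 1 was required.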

Differences from the paper's values

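The paper reports 139 genes in both gill pairs, 34 higher and 105 lower. With a 2-fold change in both pairs and no test, the numbers were 1094, 464 and 630. For the mantle the paper reports 244, 195 higher and 49 lower, against 1604, 1010 and 594. Of the alternatives set before the data were examined, only the log2 threshold of 2 came within 1.5 times of a paper value, for the genes higher in the high-Cu mantles, at 237 against the paper's 195. The pseudocounts of 1 and 0.01, no filter, a mean RPKM of at least 5, centring and quantile normalization closed none of the 6 gaps. Fisher's exact test on recovered reads with a ratio of at least 2, chosen after seeing the values, gave 138, 33 and 105 in the gills and 235, 190 and 45 in the mantle, within 1.5 times of all 6. The same test with centred ratios, also chosen after seeing the values, gave 142, 28 and 114, and 197, 136 and 61, again within 1.5 times of all 6. With the log2 ratio over 2 that the paper's methods state, it gave 51 and 30 and closed none.

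For vitellogenin (OYG_10015914_10025506) in the mantle, the paper's value is about 1.6 in M1-L, about 3.2 in M1-H and about 4.9 in M2-H (Fig. S1, read by eye), against RPKM values of 4.48, 9.38 and 11.4. The alternatives were not applied to single RPKM values, so whether one of them would narrow this gap was not tested.

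The paper's methods give a log2 ratio above 2 as the limit for a differentially expressed gene, while the smallest absolute log2 ratio in Table S3 is 1.00, and 48 of its gill genes have a listed FDR above 0.001 in G1. By Fisher's exact test on recovered reads, however, 138 of the 139 listed gill genes had an FDR of at most 0.001 in both pairs. The listed FDRs thus do not show that those genes miss the limit. The paper states that *GAT1* was not differentially expressed. OYG_10017325_10014478 rose in both mantle pairs, by 1.40 and 1.12 (log2), and Fisher's adjusted p-value was 1.6e-07 in M1 and 0.0134 in M2. The latter is above 0.001, so *GAT1* was not called in both mantle pairs here either. The paper states that the metallothionein genes were not differentially expressed. All 5 were called by Fisher's exact test and a 2-fold ratio in G2 and in M2, and none in both pairs of a tissue. The paper states that genes against oxidative stress were hardly differentially expressed. In G2, 5 of 13 superoxide dismutase genes were called, against 0 in G1, 1 in M1 and 0 in M2. None was called in both pairs of a tissue. The paper counts apolipoprotein OYG_10014469_10040256 among the genes higher in the mantle. Its log2 change in M1 was 0.89, under 2-fold.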

Other observations

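Of the tests in this part, those on library scaling, on metallothioneins and on *GAT1* were chosen only after the result was seen.

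Changes of M2 were asymmetric. Its median gene was higher in M2-H, as given above, and 5848 genes rose and 2461 fell at least 2-fold. Without the 100 genes with the highest mean RPKM in the totals, the median difference was 0.13, so the share of reads taken by a few genes can account for a part of the shift of 0.32, and the rest stayed above the limit of 0.1 set for this test. Among the 2522 genes with a mean RPKM of at least 50 it was 2.2e-04, which is in line with an effect that lies in genes with few reads. Across genes, the Spearman correlation of change and gene length was 0.194, between the limits set for and against a length effect, so a length effect cannot be told apart. No biological explanation was tested.

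In the mantle 1010 genes rose and 594 fell at least 2-fold in both pairs. With each high-Cu library thinned to the reads of its partner, 65.8% were risers, so the difference in depth is not what tips the balance. With each library centred on its median, 46.4% were risers, but centring itself shifts the balance of risers and fallers, so this does not show the cause of the excess. With Fisher's test, 136 genes rose and 61 fell with centred ratios, or 69.0% risers. The median change of 251 genes at least 8-fold higher in gill than in mantle lay at percentile 98.8 of matched random lists in M1 and 99.9 in M2, above the middle 95% in both, as gill RNA in the high-Cu mantle libraries would give. Their median change was 0.08 and 0.71. In the gills, where gill RNA in the mantle plays no part, it was -0.15 in G1 and 0.51 in G2. The exposed pairs thus do not single out gill RNA, while G1 did not share the small rise of M1. Of the mantle genes called by Fisher's test in both pairs, 0 were among these 251 genes.

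Reads redrawn 20 times with no difference between the libraries of a pair gave on average 420.1 genes changed at least 2-fold in the same direction in both gill pairs, or 38.4% of the observed count, and 467 in both mantle pairs, or 29.1%. Counting noise may thus account for that part, and without replicate libraries the rest cannot be told apart from differences between pools. The redraws gave 428 and 468 genes in opposite directions.

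The metallothionein genes moved in opposite ways within the exposed pairs. Their summed RPKM changed by -0.66 (log2) in G2 and -0.66 in M2, under the 2-fold limit set for reads exchanged between near-identical copies. A sum changes less than single genes whenever its members move in opposite ways, so this cannot tell exchanged reads from different copies being expressed in the pooled oysters. The larger of the smallest adjusted p-values of risers and fallers from Fisher's exact test was 1.9e-32, but without replicate libraries this does not rule out differences between pools.

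*GAT1* (OYG_10017325_10014478) rose in the mantle by about as much as *GAT2* on the log2 scale. Fisher's exact test gave an unadjusted p-value of 5.0e-09 in M1 and 0.00353 in M2. Relative to the median gene, the log2 change was 1.37 in M1 and 0.80 in M2, the latter under 2-fold. Scaling can thus account for a part of the rise in M2, while the rise in M1 hardly changed. With 1 library per condition, a difference between pools unrelated to Cu cannot be told apart from one related to Cu.

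If genes absent from some pooled oysters lay behind the gill calls, the same genes should move the same way in the mantle. This holds only if both tissues came from the same oysters, which the paper's wording leaves open. Of 138 called gill genes with reads in the mantle, 55.8% moved the same way in both mantle pairs, 8 moved the opposite way in both, and 53 were split, which does not settle the question. The 10 genes called in both tissues moved the same way in all 4 pairs. They include baculoviral IAP repeat-containing protein 7-A (OYG_10020879_10035315), OYG_10018411_10042187, and Caprin-2 (OYG_10015043_10037152) with its neighbour in number OYG_10015042_10037152, of which the last 2 were chosen after their values were seen.

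In the exposed gills, ABCB1 (OYG_10000886_10006267) and ABCB3 (OYG_10002457_10026801), which rose in the high-Cu mantles, were lower in the high-Cu library, with log2 changes of -0.59 and -0.76, against 0.43 and 0.21 in G1. The difference between gill and mantle had an adjusted p-value from limma of 0.913 for both genes. The extracellular superoxide dismutase gene with the most reads, OYG_10026148_10030582, had log2 changes of -0.02 in G1, 2.07 in G2, 0.28 in M1 and 0.70 in M2, and its RPKM in G2-L was 767 against 11740.5 in G1-L.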
